# Teriparatide relieves ovariectomy-induced hyperalgesia in rats, suggesting the involvement of functional regulation in primary sensory neurons by PTH-mediated signaling

**DOI:** 10.1038/s41598-020-62045-4

**Published:** 2020-03-24

**Authors:** Tomoya Tanaka, Ryoko Takao-Kawabata, Aya Takakura, Yukari Shimazu, Momoko Nakatsugawa, Akitoshi Ito, Ji-Won Lee, Koh Kawasaki, Tadahiro Iimura

**Keywords:** Hormone receptors, Osteoporosis

## Abstract

Clinical studies have reported that teriparatide (TPTD), a human parathyroid hormone analog, reduces back pain in osteoporotic patients. However, the mechanistic insights of this pharmacological action remain elusive. This study investigated the antinociceptive effect of TPTD mainly on primary sensory neurons in ovariectomized (OVX) rats. The plantar test showed thermal hyperalgesia in the OVX rats, which was significantly, but not fully, recovered immediately after the initial TPTD administration. The von Frey test also demonstrated reduced withdrawal threshold in the OVX rats. This was partially recovered by TPTD. Consistently, the number and size of spinal microglial cells were significantly increased in the OVX rats, while TPTD treatment significantly reduced the number but not size of these cells. RNA sequencing-based bioinformatics of the dorsal root ganglia (DRG) demonstrated that changes in neuro-protective and inflammatory genes were involved in the pharmacological effect of TPTD. Most neurons in the DRG expressed substantial levels of parathyroid hormone 1 receptor. TPTD treatment of the cultured DRG-derived neuronal cells reduced the cAMP level and augmented the intracellular calcium level as the concentration increased. These findings suggest that TPTD targets neuronal cells as well as bone cells to exert its pharmacological action.

## Introduction

More than 80% of osteoporotic patients reportedly have low back pain, which leads to disability and progression of bone and muscle weakening, and eventually reduces quality of life^1,2^. This osteoporotic pain occurs in patients regardless of obvious bone fractures in the vertebrae and other sites. A possible causative mechanism of osteoporotic pain is chronic neuronal excitement in intraosseous sensory nerve systems by acids and inflammatory cytokines produced by the activation of osteoclasts, as well as monocytes and macrophages, due to estrogen deficiency^3,4^. This mechanism has been proposed to be involved in cancer-associated bone pain patients with bone metastases^5^. Osteoporotic patients may also experience pain originating from collapsed vertebral bodies, degenerated intervertebral disc and facet joints^6^. Chronification of osteoporotic pain involves hypoactivity of the descending inhibitory nerve system that modulates ascending pain-transmission in the spinal cord with the decreased expression of serotonin receptors^3,7^.

Anti-osteoporotic agents have been reported to be clinically and experimentally effective against bone pain. Bisphosphonates (BPs) exerted pain-modulating effects by suppressing osteoclasts, monocytes, and macrophage activity to curb the production of acids and inflammatory cytokines^3,8^. It has also been reported that the BP drug minodronate exerts a pain-modulating effect by inhibiting the purinergic P2X2/3 receptor^9^. Calcitonin depresses bone resorption and osteoclast activity by acting on osteoclast surface receptors. It has also been reported that calcitonin exerts its pain-modulating effect by depressing osteoclasts and correcting the decline in serotonin receptor activity that causes hypoactivity of the descending inhibitory system^7,10,11^. To study the antinociceptive effect of anti-osteoporotic agents, ovariectomized (OVX) animals, a widely-used osteoporosis animal model, are often used. It is well established that OVX animals show not only loss of bone density but also hyperalgesia to heat and mechanical stimuli^8,10–13^. It has been reported that estradiol improves the pain-related behavior induced by OVX, indicating that estrogen deficiency influences the response to heat and mechanical stimuli^11–13^. Also, It has been reported that the pain-related behavior induced by OVX is improved not only by BP and calcitonin but also by pregabalin and morphine^8,10,11,14^.

Teriparatide (TPTD; the 1–34 fragment of human parathyroid hormone [PTH]) exerts a bone anabolic effect and is a clinically effective therapeutic agent for osteoporosis by acting on PTH 1 receptor (PTH1R) in osteoblast-lineage cells, promoting the proliferation, differentiation, and survival of bone-forming osteoblasts. Accumulated epidemiological studies have reported that TPTD treatment suppresses the onset and modulates the exacerbation of back pain in osteoporotic patients^15–20^. TPTD therapy was also effective against post-vertebral fracture pain^21–23^ and incurable back pain in patients treated with BPs^24^. Improvement of back pain by TPTD appeared to be observed in earlier stages of the treatment than with calcitonin treatment^25^. However, despite the existence of multiple clinical reports as mentioned above, the pharmacological mechanism of the anti-osteoporotic pain effect of TPTD remains unclear.

This study investigated the antinociceptive effect of TPTD in OVX rats. We conducted pain-related behavioral tests and transcriptome analyses in the dorsal root ganglia (DRG) collected from the model rats followed by bioinformatic analyses.

## Results

### Effects of TPTD on the pain-related behavior in OVX rats

We first conducted 2 pain-related behavioral tests (the plantar test and von Frey test) in the 3 experimental groups of Sham-vehicle, OVX-vehicle, and OVX-TPTD (Figs. 1 and 2). The paw withdrawal latency in the OVX-vehicle group gradually shortened and was significantly shorter than that in the Sham-vehicle group at 2 weeks after surgery on the plantar test (p < 0.01, *t*-test) (Fig. 2a). Significant differences in the latency between these 2 groups were continuously observed up to 8 weeks after the surgery, indicating that OVX induced prolonged hyperalgesia. At 4 weeks postoperatively, the OVX-TPTD group underwent TPTD administration (30 μg/kg) at 3 times a week for 4 weeks. At 6 h after the initial TPTD administration, the latency of the OVX-TPTD group immediately recovered to 40% of that in the Sham-vehicle group, a significant difference compared with that in the OVX-vehicle group (p < 0.05, *t*-test), until the end of the analysis (8 weeks after the surgery). The latency of the OVX-TPTD group showed an increasing trend at 4 weeks after the initial administration (p = 0.051, *t*-test), and the antinociceptive effect remained about the same through the final day of administration.

**Figure 1:**
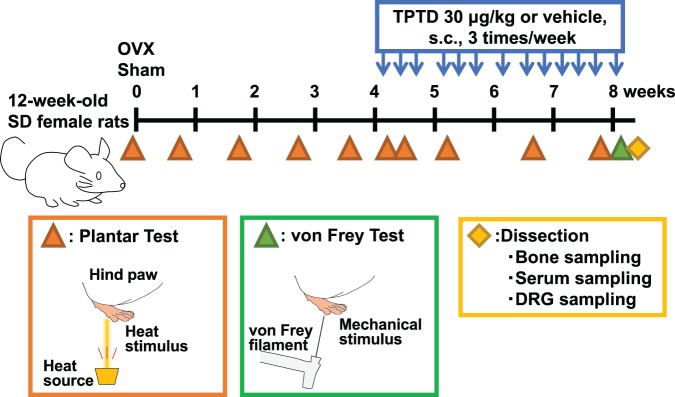
The time schedule of the experiments and sampling. The time schedule of OVX, TPTD administration, behavioral tests (plantar test and von Frey test), and sampling are shown.

**Figure 2:**
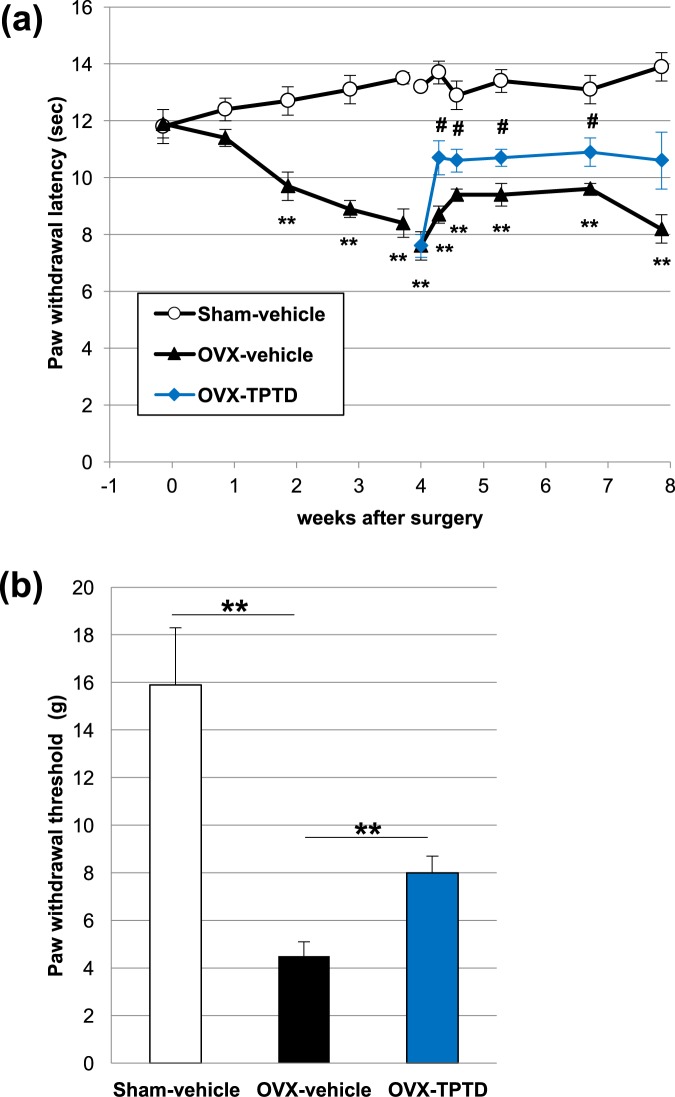
Antinociceptive effect of TPTD in OVX rats. (**a**) The plantar test was conducted during the period of the TPTD administration. TPTD administration (in the OVX-TPTD group) promptly and significantly recovered the reduced latency (shown in blue line). Significant difference: **p < 0.01 vs. sham, #p < 0.05 vs. OVX-vehicle group (a two-way ANOVA with a post-hoc Student’s *t*-test). (**b**) The von Frey test was carried out 4 weeks after the TPTD administration. The withdrawal threshold in the OVX-TPTD group (filled column in blue) was significantly higher than that in the OVX-vehicle group (filled column) at 4 weeks after the initial TPTD administration. Significant difference: **p < 0.01. Data are presented as the means ± S.E.M.

Consistently, the von Frey test at 4 weeks after the initial administration (8 weeks postoperatively) showed that the OVX-vehicle group had a significantly lower withdrawal threshold to mechanical stimuli than the Sham-vehicle group (p < 0.01, *t*-test). The withdrawal threshold of the OVX-TPTD group was significantly higher than that of the OVX-vehicle group (p < 0.01, *t*-test), which indicated that TPTD recovered the lowered threshold by OVX to approximately 30% of that in the Sham-vehicle group (Fig. 2b).

### Bone anabolic effects of TPTD treatment in the OVX rats

We next confirmed the pharmacological effects of TPTD treatment on bones in the OVX rats (Fig. 3) at 4 weeks after the initial TPTD treatment. The distal femoral bone mineral density (BMD) in the OVX-TPTD group was significantly greater than that in the OVX-vehicle group and comparable to those in the Sham-vehicle group (Fig. 3a). The BMD of the femoral shaft in the OVX-TPTD group was higher than that in the OVX-vehicle group and Sham-vehicle group (Fig. 3b). Therefore, the bone anabolic effects of TPTD treatment in this experimental regimen was confirmed.

**Figure 3:**
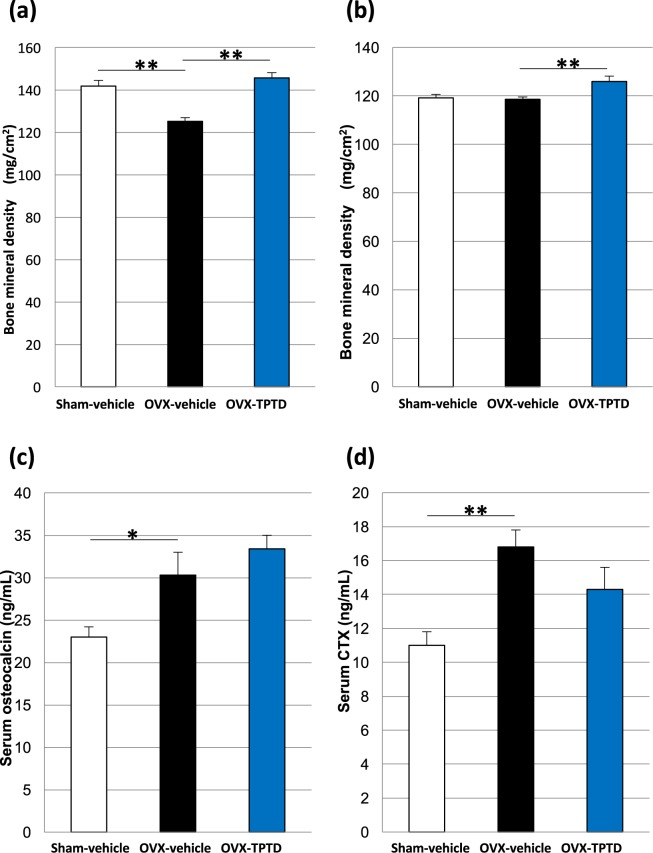
Anabolic effects of TPTD on bone metabolism in OVX rats. The BMD of the distal femur (**a**) and the femoral shaft (**b**) were measured at 4 weeks after the initial TPTD or vehicle administration. TPTD treatment significantly recovered the BMD in the OVX-TPTD group (filled column in blue). The serum osteocalcin concentration (**c**) and serum CTX concentration (**d**) were measured 4 weeks after the initial administration. Significant difference: *p < 0.05, **p < 0.01. Data are presented as the means + S.E.M.

The serum levels of osteocalcin and CTX were significantly augmented in the OVX-vehicle group compared with the Sham-vehicle group, suggesting that bone turnover was stimulated by OVX (Fig. 3c,d). TPTD treatment up- and downregulated these bone formation and resorption makers, respectively, compared to those in the OVX-vehicle group, albeit not significantly.

### Effects of TPTD on microglial cells reside in spinal cord in the OVX rats

To further confirm the antinociceptive effect of TPTD in the OVX rats. We carried out immunohistochemical staining using anti-Iba-1 antibodies on tissue sections of spinal cord obtained from specimens of 3 experimental groups, and compare spatial distribution pattern of Iba-1-positive microglial cells (Fig. 4, Supplementary Figure 1a), since it is well established that peripheral nerve injury-induced hyperalgesia involves proliferation and morphological hypertrophy of microglia in the central nervous system^26,27^. The number of Iba-1-positive microglial cells in dorsal horn area (per area, and percentage in total cells) were significantly increased in the OVX-vehicle group compared to that in the Sham-vehicle group (p < 0.05, *t*-test) (Fig. 4b). This number in the OVX-TPTD group was significantly reduced (p < 0.05, *t*-test), but not reached to the level in the Sham-vehicle group. Morphometrical parameters such as area and perimeter of microglial cells were significantly higher in the OVX-vehicle group than those in the Sham-vehicle group (p < 0.05, *t*-test). TPTD treatment did not significantly affected on these morphometrical parameters. The number of DAPI-positive cellular nuclei and their morphometrical parameters did not show significant differences among 3 experimental groups (Fig. 4c). Specificity of immunohistochemical staining using anti-Iba-1 antibodies was confirmed by conducting simultaneous negative control experiments using nonspecific IgGs (Supplementary Figure 1b).

**Figure 4:**
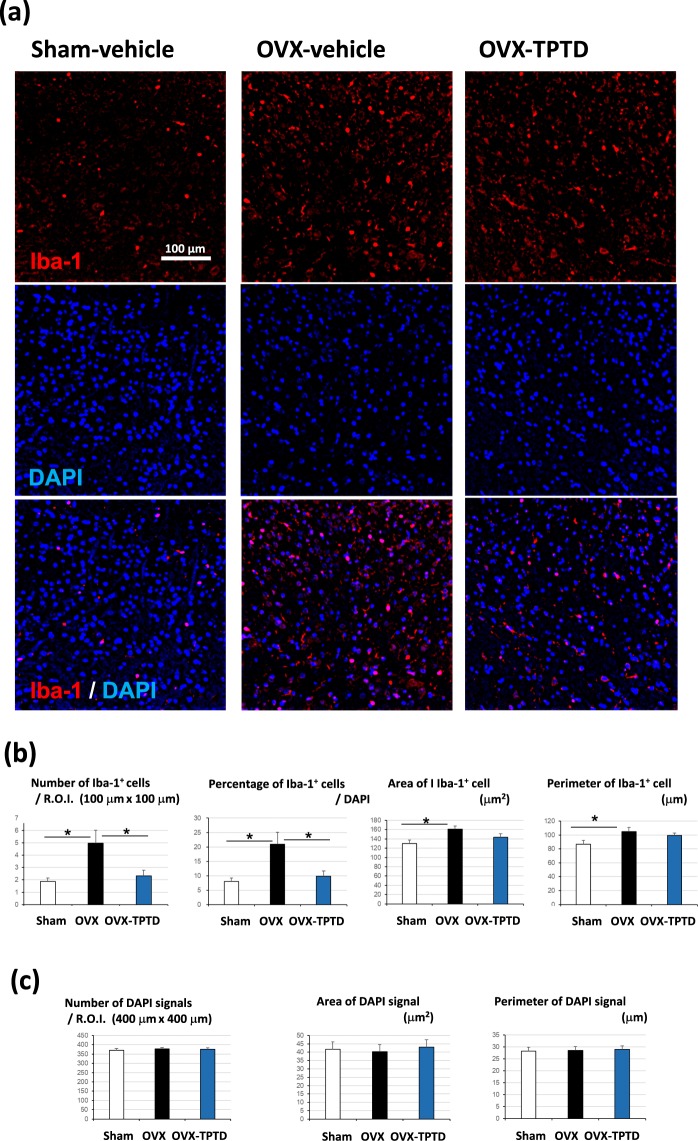
The effect of TPTD on spinal microglia. (**a**) Iba-1-positive microglial cells were detected by fluorescence immunohistochemistry. Representative specimens from three experimental groups that show the scores closest to the mean value of the number of Iba-1-positive cells (shown in b) are shown. (**b, c**) The number and morphometrical parameters such as area and perimeter of Iba-1 and DAPI signals were scored and compared. Significant difference: *p < 0.05. Data are presented as the means + S.E.M.

### Existence of PTH1R in rat DRG neurons

To investigate whether or not DRG contains responsive cells to TPTD, we analyzed PTH1R by immunohistochemistry (Fig. 5). We also used anti- calcitonin gene-related protein (CGRP) as a marker of peptidergic neurons and anti-NF200 as a marker of myelinated neurons to dissociate neuronal subtypes in rat DRGs. PTH1R was detected in most neurons of the DRG, regardless of neuronal type. The transcription of *Pth1r* was detected by polymerase chain reaction (PCR) in isolated rat DRG (Supplementary Figure 2). PTH 2 receptor (PTH2R) was also detected by immunohistochemistry in most DRG neurons but not in bone (Supplementary Figure 3). Immunohistochemistry using anti-PTH1R showed signals in the cells covering the bone surface in vertebral bone tissue, thus confirming its expression in osteoblast-lineage cells (Supplementary Figure 4). Specific immunostaining with antibodies against PTH1R and CGRP was confirmed by conducting simultaneous negative control experiments using nonspecific IgGs (Supplementary Figure 5).

**Figure 5:**
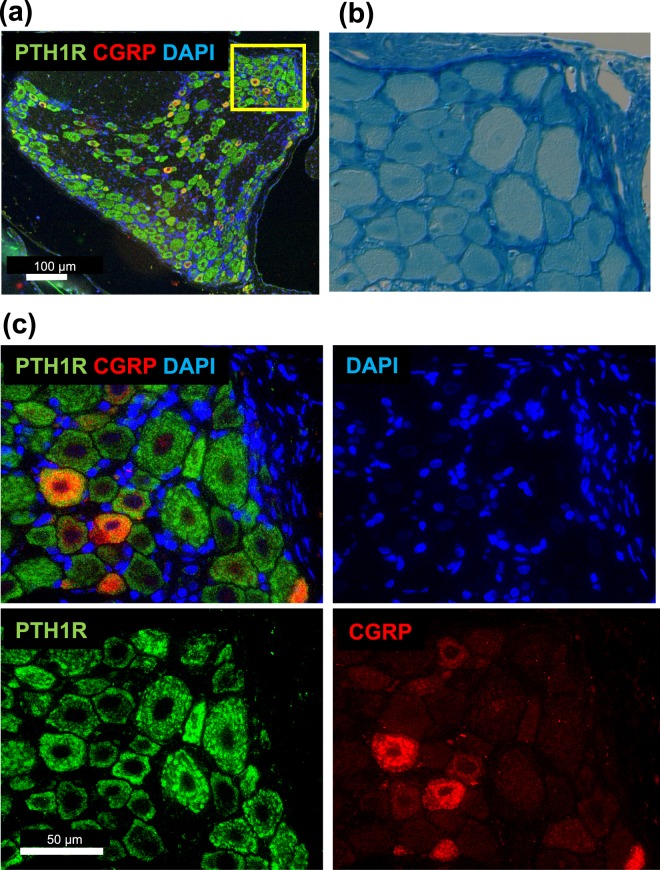
Detection of PTH1R in DRG neurons. (**a**) PTH1R was detected by fluorescence immunohistochemistry in DRGs, including CGRP-positive and CGRP-negative neurons. (**b**) Klüver-Barrera staining of the rectangle-bordered area shown in (**a**) for a morphological comparison. (**c**) Fluorescence immunohistochemistry of the rectangle-bordered area. Fluorescence signals of DAPI, PTH1R and CGRP are shown in blue, green and red, respectively.

### Changes in the DRG transcriptome profiles by OVX and TPTD treatment

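The DRG, which hold the cell bodies of the primary sensory neurons, were collected at the lumbar level from 3 groups of 8 rats. The Sham-vehicle group had a sham operation and received vehicle, the OVX-vehicle group was ovariectomized and received vehicle, and the OVX-TPTD group was ovariectomized and received TPTD at 30 µg/kg 3 times a week for 4 weeks. Surgery was performed at 12 weeks of age and the tissue was taken 8 weeks later. Polyadenylated RNA was sequenced as stranded paired-end libraries, 1 per rat. The authors aligned the reads to the rat genome build rn6 with TopHat2 and deposited an estimated (expected) count and a normalized value (FPKM, which scales the fragments by the length of the gene and by the mapped fragments of the rat) for each gene and rat. The counts summed to between 15573454 and 18804244 per rat in the Sham-vehicle group (median 17291299), between 16466519 and 18770308 in the OVX-vehicle group (median 16916534), and between 17506142 and 19069898 in the OVX-TPTD group (median 18374900). From there, the counts were rounded to whole numbers and 12645 genes were compared between the groups with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment. The FPKM values were compared gene by gene with an exact permutation test of the mean log2(FPKM), over all 12870 ways of dividing the 16 rats of a comparison into groups of 8, with both directions counted. Gene lists fixed before the data were examined were tested with limma's camera. They included lists of the paper's genes, which the study chose on these samples. These were adjusted together with the other lists, which can lower the adjusted p of the others. The labels of OVX-vehicle replicate 1 conflict, since its title places it in the OVX-vehicle group and its surgery is given as sham. It was kept in the OVX-vehicle group, which the paper gives as 8 rats, and results were also computed without it and with it counted as a Sham-vehicle rat. No sequencing batch or date is given in the sources used here.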

To investigate the molecular basis of hyperalgesia associated with OVX and the antinociceptive effect of TPTD, we conducted a transcriptome analysis of RNA sequencing (RNA-seq) in the DRG collected from rats in these experimental groups (Fig. 6). 

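The transcripts of neurons and satellite glial cells were abundant in the ganglia. In the Sham-vehicle group, the neurofilament gene Nefl was measured at 4472 ± 152 FPKM and Apoe, a gene of satellite glial cells, at 1578 ± 110 FPKM (SD, n = 8 each). The nociceptor sodium channel gene Scn10a was at 86.7 ± 10.9 FPKM and Gapdh, the reference gene of the qPCR, at 2066 ± 88.5 FPKM (SD, n = 8 each). Some genes of Fig. 7 reached down to the limit of counting. The counts per rat ranged from 1 to 8 for Il11, from 1 to 8 for Stoml3 and from 3 to 13 for Ntf3 over the 24 rats, and differences in these genes rest on a few reads. The table listed 17811 entries for 17236 gene IDs, since some IDs map to more than 1 place, and 15600 entries had at least 1 read in any rat. In every one of the 24 rats, 13024 entries with 12745 distinct IDs were above 0 FPKM.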

Genes were identified by mapping onto the rat genome, and any gene that had 0 mapped reads for each sample was removed, resulting in 12,742 genes.

**Figure 6:**
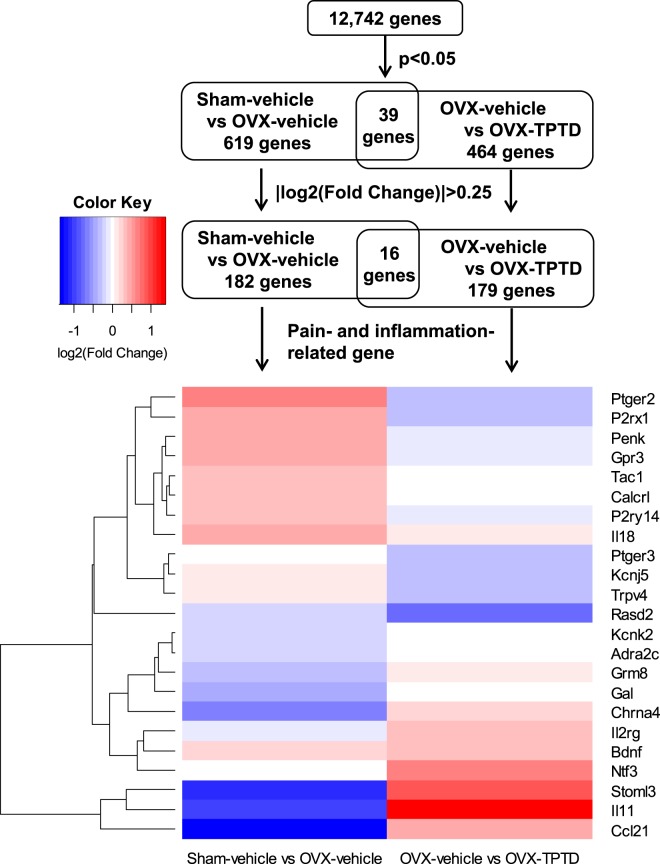
An analytical flowchart of gene-expression analyses by RNA-seq. RNA samples isolated from DRGs collected from the experimental groups were subjected to RNA-seq. A total of 12,742 genes were initially analyzed. Between the Sham-vehicle group and OVX-vehicle group, 182 genes were identified with statistical significance and fold change, while 179 genes were identified between the OVX-vehicle group and OVX-TPTD group. Pain- and inflammation-related genes were selected from the list of the differentially expressed genes. The gene expression profiles are presented as a heatmap.

The expression of 619 genes differed significantly between the Sham-vehicle group and the OVX-vehicle group, while that of 464 genes differed significantly between the OVX-vehicle group and the OVX-TPTD group (p < 0.05, *t*-test). 

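Between the OVX-vehicle and Sham-vehicle groups, the gene with the strongest evidence was Tac1, which encodes substance P, and it was followed by Emid1, the serine protease gene Tmprss5 and the adrenergic receptor gene Adra2c. Emid1 was at 2.93 ± 0.297 FPKM in the OVX-vehicle group and 2.03 ± 0.371 FPKM in the Sham-vehicle group (SD, n = 8 each), a log2 difference of 0.51 (SE 0.097, adjusted p = 0.0916 from edgeR). Tmprss5 was at 45.2 ± 2.34 and 53.2 ± 5.64 FPKM in the same groups (log2 difference −0.25, SE 0.051, adjusted p = 0.167). Between the OVX-TPTD and OVX-vehicle groups, Bdnf and interferon-induced genes such as Sp100 led, but no gene passed in edgeR. Sp100 was at 2.55 ± 0.598 against 1.84 ± 0.189 FPKM (log2 difference 0.47, SE 0.13, adjusted p = 0.995 from edgeR). The axon guidance gene Slit3 was at 2.45 ± 0.314 against 3.05 ± 0.333 FPKM (log2 difference −0.31, SE 0.083, adjusted p = 0.995 from edgeR). Of the 13024 entries above 0 in every rat, 667 (5.12%) had an exact permutation p under 0.05 between the OVX-vehicle and Sham-vehicle groups, and 496 (3.81%) between the OVX-TPTD and OVX-vehicle groups. Chance alone gives 651 on average at this level. After Benjamini-Hochberg adjustment 0 entries passed in either comparison, with smallest adjusted p values of 0.742 and 0.998. The smallest p that this permutation test can give is 0.000155. A single entry at that p cannot pass over 13024 entries, so that the 0 does not show that no gene changed. The 667 entries were higher in the OVX-vehicle group in 64.0% of cases, against 323 higher and 290 lower when the FPKM were rescaled with TMM factors. Without Sham-vehicle replicate 3, 1029 entries had such a p in the first comparison, and without OVX-vehicle replicate 1, 814 had one in the second.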

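Among the genes with an exact permutation p under 0.05 and an absolute log2 difference above 0.25, the largest difference after OVX at a mean of at least 1 FPKM was that of the chemokine gene Ccl21. Ccl21 (chromosome 5, 58197678 to 58198782) had a log2 difference of −1.38 (exact permutation p = 0.00202). Nppb, the natriuretic peptide of itch-sensing neurons, had a log2 difference of 1.18 (exact p = 0.0373), at 1.40 ± 0.893 FPKM against 0.622 ± 0.416 FPKM in the Sham-vehicle group (SD, n = 8 each). The cytochrome gene Cyp2s1 (−0.94), the keratin gene Krt19 (−0.90) and Cldn24 (−0.69) were lower, and the collagen gene Col11a1 (0.70) and the oligodendrocyte gene Ermn (0.66) were higher, all on the log2 scale. LOC688459 (0.76) and an entry of LOC102723236 (−1.28) are also among the 10. With TPTD, the interferon-induced genes Usp18 (1.03), Ifit3 (1.01), Oas1a (0.92), Isg15 (0.92) and Oas1i (0.83) were among the 10 largest, with RGD1309362 (0.82) and Nppb (0.95, exact p = 0.0403). The collagenase gene Mmp13 (−1.17) and the protease inhibitor gene Spint1 (−1.23) were lower. The MHC class I gene RT1-CE16, a member of a multigene family whose reads may be split between copies, had the largest difference (−2.77, exact p = 0.0491), but at 16.9 ± 23.9 FPKM in the OVX-vehicle group its SD exceeded its mean. In all, 198 entries passed both thresholds between the OVX-vehicle and Sham-vehicle groups, 95 higher and 103 lower, and 195 passed between the OVX-TPTD and OVX-vehicle groups, 116 higher and 79 lower. Of these, 87 and 83 had a mean below 1 FPKM. The fold threshold depends on low genes, since 64 entries passed in each comparison on the scale of log2(FPKM + 1), and 111 and 112 with a mean of at least 1 FPKM required.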

Among the significantly different genes, 182 and 179 had an absolute log2 (fold change)> 0.25 between the Sham-vehicle group and the OVX-vehicle group and between the OVX-vehicle group and the OVX-TPTD group, respectively.

Differentially expressed genes (DEGs) were functionally annotated and clustered by the Gene Ontology (GO) Biological Processes, Reactome Gene Sets, Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway, and Comprehensive Resource of Mammalian protein complexes (CORUM) using the Metascape webtool. The top 20 enriched terms or pathways are shown in Supplementary Figure 6a,b by their log10(p-values). 

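Genes of receptors for neuroactive ligands were over-represented among the genes past the paper's unadjusted thresholds after OVX, and interferon-induced genes among those past them with TPTD. In neither comparison did an entry pass after adjustment in the permutation test, whose smallest possible p keeps a single entry from passing. The background was the 13024 entries above 0 in every rat and was not matched for expression level, so that a part played by low expression was not tested. Of the 189 genes that the authors' table annotates to neuroactive ligand-receptor interaction, 14 passed the thresholds between the OVX-vehicle and Sham-vehicle groups, where 2.87 would be drawn by chance (exact hypergeometric p = 1.1e-06, adjusted p = 3.4e-06 over 3 terms). They comprised 6 higher genes (among them Calcrl, Ptger2, P2ry14 and P2rx1) and 8 lower genes (among them Adra2c, Grm8, Chrna4 and the relaxin receptor gene Rxfp1). The paper named this term from the same samples, so that the test over 3 terms is not independent evidence. Adjusted over 1985 annotation terms, its hypergeometric p was 0.00223. Of 32 interferon response genes listed before the data were examined, 12 passed the thresholds between the OVX-TPTD and OVX-vehicle groups, all higher, against 0.479 by chance (adjusted p = 5.8e-13). Among them were Usp18, which removes the ubiquitin-like protein ISG15, the antiviral synthetase gene Oas1b, Ifih1, which encodes a sensor of viral RNA, and Psmb8, a subunit of the immunoproteasome. In edgeR, which tested 32 genes of the list without Trim6, 31 were higher with TPTD (median log2 difference 0.48), 0 passed over all genes tested, and 20 passed when adjusted over the list alone. Camera called the list (adjusted p = 9.9e-20), with an adjusted p = 0.129 with an estimated correlation. The macrophage list moved with it, with 19 of 21 genes higher (median log2 difference 0.15, camera adjusted p = 0.0119, adjusted p = 0.672 with an estimated correlation) and Siglec1, itself interferon-inducible, at 0.69 (SE 0.26). The hypergeometric test counts the genes as independent draws. With the rats as replicates, the mean of the interferon list per rat was 0.40 higher with TPTD on the log2 scale. Its exact permutation p was 0.0578, with an adjusted p = 0.489 over the lists. This mean was highest in OVX-TPTD replicates 6 and 7. Without these 2 rats, left out after the data were seen, 2 of the 32 genes passed the thresholds. With the 6 OVX-TPTD rats left, 29 of the 32 were still higher than in the OVX-vehicle group. Of the 86 genes annotated to the cytokine-mediated signaling pathway, 4 passed with TPTD, all higher (Il2rg, Osmr, Socs3 and Stat4), against 1.29 by chance (exact hypergeometric p = 0.0401, adjusted p = 0.120 over 3 terms). Of the 10 genes annotated directly to tissue remodeling, 0 passed after OVX, against 0.152 by chance, a set too small to tell whether the term was enriched. The regulation of the response to cytokine stimuli was not tested, since no gene of the table is annotated directly to it. The terms counted are the direct annotations of the table, without the genes of their child terms and without orthologs in human.

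**Figure D1:**
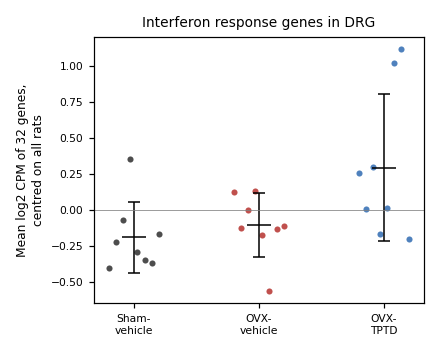
Mean of the interferon response genes per rat, on the log2 scale relative to the mean of all 24 rats, in the Sham-vehicle, OVX-vehicle and OVX-TPTD groups (n = 8 each, points are rats, bars are means ± SD). OVX-TPTD replicates 6 and 7, at 1.02 and 1.12, lie above the other 6 rats of their group, which range from −0.20 to 0.30.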

The Metascape analysis revealed that the DEGs between the Sham-vehicle group and the OVX-vehicle group (182 genes) were significantly associated with tissue remodeling (GO:0048771) and neuroactive ligand-receptor interaction (KEGG:hsa04080) (-log10(p-values) > 6) (Supplementary Figure 6a), while the DEGs between the OVX-vehicle group and the OVX-TPTD group (179 genes) were significantly associated with cytokine-mediated signaling pathways (GO:0019221) and the regulation of the response to cytokine stimuli (GO:0060759) (-log10(p-values) > 6) (Supplementary Figure 6b). 

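The genes that passed the thresholds in both comparisons were 18, and 16 of these moved in opposite directions after OVX and with TPTD. Rspo3, an activator of Wnt signalling, was at 1.14 ± 0.396 FPKM in the Sham-vehicle group, 0.737 ± 0.214 FPKM in the OVX-vehicle group and 1.13 ± 0.438 FPKM in the OVX-TPTD group (SD, n = 8 each). The Purkinje cell gene Pcp2 ran the same way (1.60 ± 0.494, 1.05 ± 0.284 and 1.51 ± 0.355 FPKM). Acvr2b, a receptor of activins, was higher after OVX and lower with TPTD (0.810 ± 0.133, 0.979 ± 0.138 and 0.788 ± 0.137 FPKM), as was Ndufa4l2, which is annotated to the respiratory chain (1.71 ± 0.284, 2.24 ± 0.462 and 1.62 ± 0.336 FPKM). The other genes with opposite directions were Trim6, RGD1359508, Mybl2, Slfnl1, LOC100359977, RGD1562284, Acot5, Cyp4f1, Nr1h4, Bmper, Rbpms2 and LOC688459. Nppb was higher in both comparisons and the ubiquitin ligase gene Rnf39 was lower in both. The mean counts per rat ranged from 7.04 for Mybl2 to 129 for Bmper. Both comparisons use the same OVX-vehicle libraries, with opposite signs. In 100 simulated sets of groups with no difference that shared their OVX-vehicle libraries, a mean of 29.75 genes passed in both (range 5 to 137), and 78 of the 100 gave at least 18. Lists drawn independently would share 2.96. When the OVX-vehicle rats were divided in 2 sets of 4, 1 for each comparison, a median of 7 genes passed in both over the 70 divisions, of which a median of 1 was opposite. The count was 5 on the scale of log2(FPKM + 1) and 9 at a mean of at least 1 FPKM.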

Sixteen genes were commonly identified in these 2 comparisons (Fig. 6, Supplementary Figure 6c).

We next conducted an analysis focused on pain. 

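The 23 genes of the heatmap in Fig. 6 cover receptors, channels, neuropeptides and cytokines, and each passed an exact permutation p under 0.05 and an absolute log2(FPKM) difference above 0.25 in at least 1 comparison. After OVX, the receptor gene Gpr3 (0.43, exact p = 0.0249) and the cytokine gene Il18 (0.46, exact p = 0.0361) were higher. The potassium channel gene Kcnk2, which encodes TREK-1 (−0.25, exact p = 0.00715), and the nicotinic receptor gene Chrna4 (−0.68, exact p = 0.00528) were lower. With TPTD, the prostaglandin receptor gene Ptger3 (−0.34, exact p = 0.0256), the channel gene Trpv4 (−0.37, exact p = 0.0177) and Rasd2 (−0.75, exact p = 0.0323) were lower. Il18 and Gpr3 had log2 differences of 0.09 and −0.07 with TPTD, and Ptger3 one of 0.01 after OVX. Chrna4, at a mean of 0.305 FPKM, and Trpv4, at 0.370 FPKM, are measured from few reads. These genes were chosen by the study on the same samples, so that the count is not independent evidence.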

The genes associated with pain and inflammation were selected from the DEGs mentioned in previous studies on bone pain^3–5^, the Pain Genes Database^28^, and the gene list of Inflammatory Cytokines and Receptors RT Profiler PCR Array. The DEGs associated with pain and inflammation were validated by quantitative real-time polymerase chain reaction (qPCR). In addition, *Calca* (p < 0.05 and log2(fold change) = 0.20, Sham-vehicle vs. OVX-vehicle), which has already been reported to be increased by OVX, was also validated by qPCR.

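Calca, which encodes the α form of calcitonin gene-related peptide (CGRP), lies on chromosome 1 of rn6 from 184184018 to 184188911. Its expression was 234 ± 31.2 FPKM in the Sham-vehicle group, 269 ± 34.8 FPKM in the OVX-vehicle group and 297 ± 37.1 FPKM in the OVX-TPTD group (SD, n = 8 each). The log2 difference between the OVX-vehicle and Sham-vehicle groups was 0.19 (SE 0.083, adjusted p = 0.864 from edgeR over all genes tested), with an exact permutation p = 0.0421 on log2(FPKM + 0.1), and 7 of 8 OVX-vehicle rats lay above the Sham-vehicle median. Sham-vehicle replicate 4 stood above the 7 other rats of its group. Between the OVX-TPTD and OVX-vehicle groups the log2 difference was 0.14 (SE 0.083, adjusted p = 0.995, exact permutation p = 0.133). Calcb, which encodes the β form and may share reads with Calca, had a log2 difference of 0.16 after OVX (SE 0.093).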

Seventeen genes were ultimately detected through these analyses (Figs. 6 and 7) and categorized into 2 groups: genes that showed changes in their transcriptional level by OVX (Fig. 7a,b), and genes that showed changes in their transcriptional level by TPTD treatment (Fig. 7c,d). 

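All 17 genes differed in the direction of their group in Fig. 7, between the groups that the paper compares for them. In 15 of the 17 the exact permutation p of log2(FPKM + 0.1) was under 0.05, and 14 also passed the fold threshold. The exceptions were Stoml3 and P2rx1, whose p with TPTD was 0.0774 and 0.0965, and Calca, whose difference was below the fold threshold. Adjusted over the list alone, 6 of the 17 passed, which were Tac1 (adjusted exact p = 0.00793), Adra2c (0.00793), Gal (0.0106), Ccl21 (0.0106), Penk (0.0380) and Bdnf (0.0185). Over all genes tested in edgeR, 1 of them passed, Tac1. The study chose the genes on these samples, and neither the counts nor the averages below are independent evidence of their direction. Averaged per rat, the 6 genes listed as higher after OVX were 0.36 higher on the log2 scale in the OVX-vehicle group than in the Sham-vehicle group , and the 4 listed as lower were 0.60 lower (−0.60). Of the 5 genes listed as higher with TPTD, Bdnf and Il2rg, the 2 with enough counts for this average, were 0.35 higher in the OVX-TPTD group than in the OVX-vehicle group , and the 2 listed as lower were 0.35 lower (−0.35).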

Genes whose transcription was upregulated by OVX included *Calca, Tac1, Calcrl, Ptger2, P2ry14, and Penk* (Fig. 7a), while those that were downregulated included *Adra2c, Grm8, Gal*, and *Ccl21* (Fig. 7b). 

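Tac1, the precursor gene of substance P on chromosome 4 (33638853 to 33646821), was at 183 ± 11.1 FPKM in the Sham-vehicle group and 230 ± 24.9 FPKM in the OVX-vehicle group (SD, n = 8 each). It rose by 0.32 on the log2 scale (SE 0.054, adjusted p = 0.0269 from edgeR's quasi-likelihood test) and all 8 OVX-vehicle rats lay above the Sham-vehicle median. Its adjusted p was over 0.05 in 10 of the 24 fits that left out 1 rat each, with a range from 0.00384 to 0.114 (0.0797 without OVX-vehicle replicate 1), while its log2 difference stayed between 0.29 and 0.35. The enkephalin precursor gene Penk was at 4.34 ± 1.26 and 5.64 ± 0.481 FPKM in the same groups (exact permutation p = 0.0112). Calcrl, the receptor component for CGRP, was at 5.04 ± 1.14 and 6.20 ± 1.05 FPKM (exact p = 0.0424), the prostaglandin E receptor gene Ptger2 at 1.70 ± 1.12 and 2.39 ± 0.495 FPKM (exact p = 0.0337) and the purinergic receptor gene P2ry14 at 2.08 ± 0.528 and 2.60 ± 0.414 FPKM (exact p = 0.0384). Sham-vehicle replicate 8 stood apart in Ptger2, above the other Sham-vehicle rats. Among the genes that were lower after OVX, the adrenergic receptor gene Adra2c was at 9.68 ± 0.988 FPKM in the Sham-vehicle group and 7.98 ± 0.473 FPKM in the OVX-vehicle group (exact p = 0.000932). Its log2 difference of −0.29 (SE 0.060) had an adjusted p = 0.167 in edgeR, and one of 0.0234 in DESeq2. OVX-vehicle replicate 1 was the lowest of its group. Gal, the precursor of galanin, was at 10.7 ± 2.43 and 7.77 ± 1.13 FPKM (exact p = 0.00249), and the metabotropic glutamate receptor gene Grm8 at 4.34 ± 0.775 and 3.56 ± 0.563 FPKM (exact p = 0.0493). Ccl21 was at 10.1 ± 4.96 and 3.68 ± 1.39 FPKM (log2 difference −1.47 in edgeR, SE 0.46), and it may share reads with near-identical copies of the gene.

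**Figure D2:**
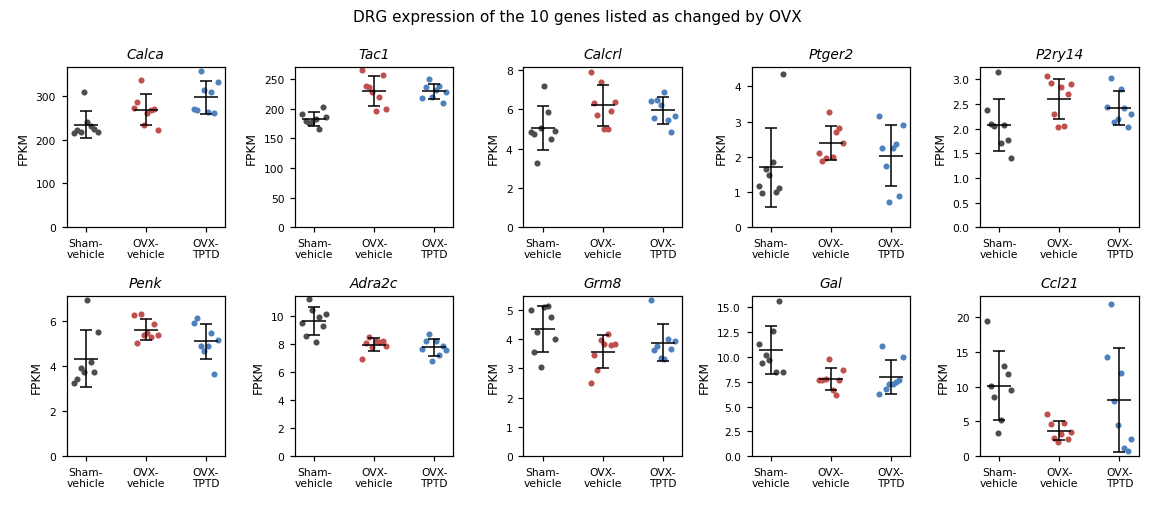
FPKM of the 10 genes in each rat of the Sham-vehicle, OVX-vehicle and OVX-TPTD groups (n = 8 each, points are rats, bars are means ± SD, axes start at 0). The shift of Tac1 from 183 to 230 FPKM is large against the spread between rats, while the ranges of Calcrl, Ptger2 and P2ry14 overlap widely.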

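The neurotrophin gene Bdnf, on chromosome 3 from 100768637 to 100819214, was at 3.39 ± 0.450 FPKM in the Sham-vehicle group, 3.87 ± 0.362 FPKM in the OVX-vehicle group and 5.02 ± 0.642 FPKM in the OVX-TPTD group (SD, n = 8 each). All 8 OVX-TPTD rats lay above the OVX-vehicle median (log2 difference 0.38 in edgeR, SE 0.083, exact permutation p = 0.00109), and the difference after OVX was 0.18 (SE 0.085, exact p = 0.0336). Il2rg, the common γ chain of interleukin receptors, was at 3.17 ± 0.474 FPKM in the OVX-vehicle group and 3.98 ± 0.569 FPKM with TPTD (exact p = 0.0126), and had an exact p = 0.337 after OVX. The neurotrophin gene Ntf3 was at 0.211 ± 0.0924 and 0.314 ± 0.0603 FPKM (exact p = 0.0157) and the interleukin gene Il11 at 0.0631 ± 0.0463 and 0.139 ± 0.0546 FPKM (exact p = 0.00964). Stoml3, which modulates mechanosensitive channels, was at 0.341 ± 0.144, 0.179 ± 0.154 and 0.30 ± 0.156 FPKM in the Sham-vehicle, OVX-vehicle and OVX-TPTD groups, with an exact p = 0.0242 after OVX, and OVX-vehicle replicate 2 stood above its group. The purinergic channel gene P2rx1 was at 0.391 ± 0.133, 0.503 ± 0.0722 and 0.409 ± 0.149 FPKM (exact p = 0.0463 after OVX). The potassium channel gene Kcnj5 was at 2.95 ± 0.599 FPKM in the OVX-vehicle group and 2.3 ± 0.572 FPKM in the OVX-TPTD group (exact p = 0.0385). In edgeR, 0 of the genes passed over all genes tested with TPTD, and Ntf3, Il11 and Stoml3 had too few counts for that test.

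**Figure D3:**
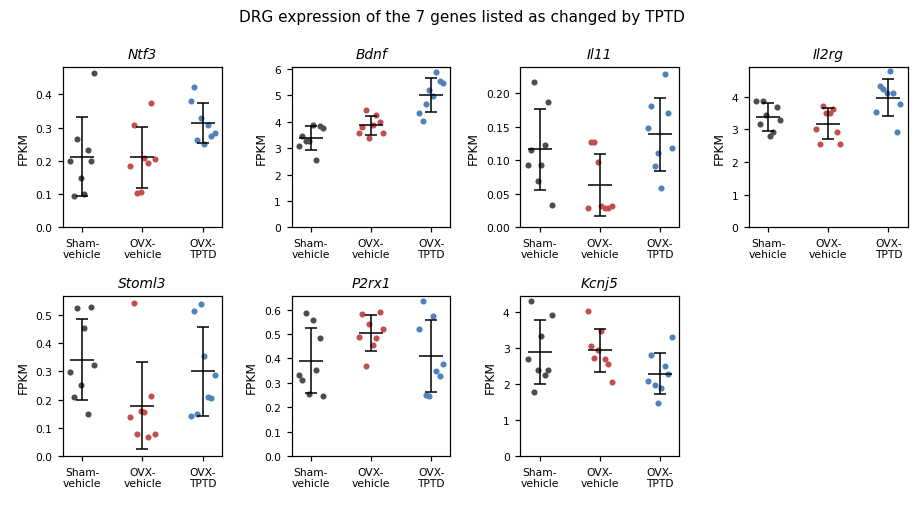
FPKM of 7 genes in each rat of the Sham-vehicle, OVX-vehicle and OVX-TPTD groups (n = 8 each, points are rats, bars are means ± SD, axes start at 0). Bdnf moves from 3.87 to 5.02 FPKM with TPTD, and Ntf3, Il11, Stoml3 and P2rx1 all lie below 1 FPKM.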

Genes whose transcription was upregulated by TPTD included *Ntf3, Bdnf, Il11, Il2rg* and *Stoml3* (Fig. 7c), while those that were downregulated included *P2rx1* and *Kcnj5* (Fig. 7d), although the transcription of some of these genes, such as *Bdnf, Il2rg, Stoml3* and *P2rx1*, was significantly altered by OVX.

**Figure 7:**
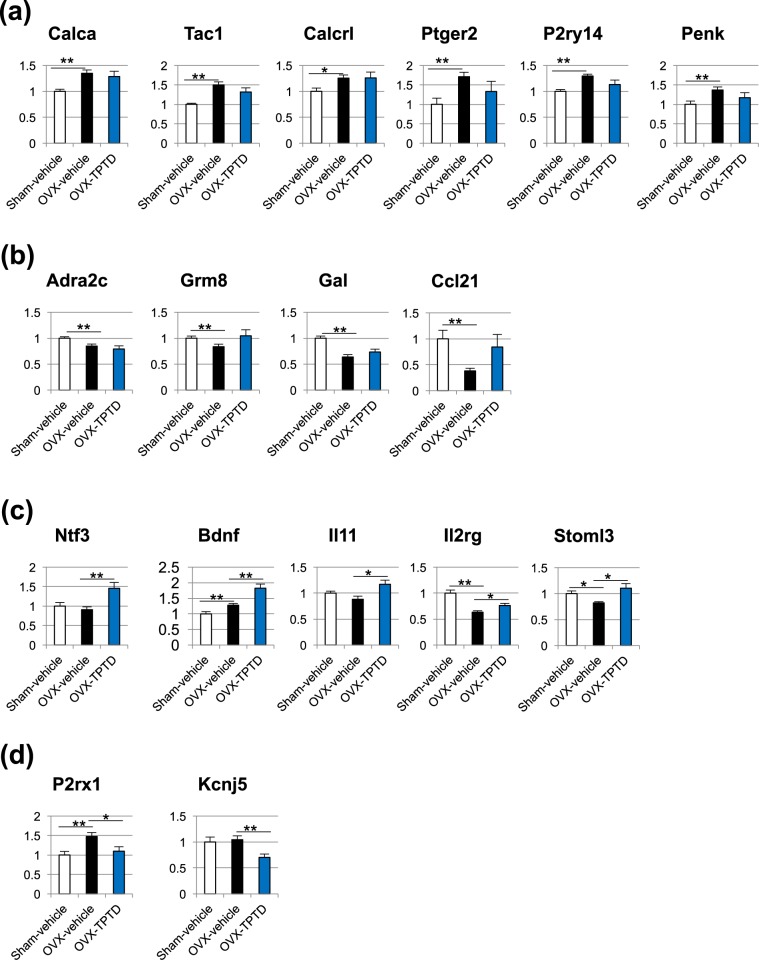
The validation of the changes in the expression of the selected pain- and inflammation-related genes by qPCR. The differentially expressed genes associated with pain and inflammation were validated by qPCR. (**a**) Genes upregulated by OVX: *Calca, Tac1, Calcrl, Ptger2, P2ry14, Penk*; (**b**) genes downregulated by OVX: *Adra2c, Grm8, Gal, Ccl21*; (**c**) genes upregulated by TPTD: *Ntf3, Bdnf, Il11, Il2rg, Stoml3*; (**d**) genes downregulated by TPTD: *P2rx1, Kcnj5*. Significant difference: *p < 0.05, **p < 0.01. Values are normalized against the corresponding expression of *Gapdh* and relative to the Sham-vehicle group, presented as the means + S.E.M.

To functionally annotate and cluster these 17 genes, we conducted the Metascape enrichment analysis as described above. The gene functional annotation obtained by this analysis is shown in a hierarchical clustering heatmap and two-dimensional functional mapping by t-SNE (Supplementary Figure 7a,b, respectively). This analysis allowed us to categorize the 17 genes into functional groups, such as CGRP-related and neuropeptides (*Calca, Calcrl, Gal* and *Tac1*), neurotrophic factors (*Ntf3* and *Bdnf*), interleukin-cytokine related (*Il11, Il2rg* and *Ccl21*), and others.

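Of 11 measured genes of the CGRP and tachykinin system, listed before the data were examined, 8 were higher and 3 lower in the OVX-vehicle group than in the Sham-vehicle group, and 1 of them, Tac1, passed when adjusted over the list alone. The list includes Calca, Tac1 and Calcrl, which the study chose on these samples, so that its call is not independent of that choice. Camera called the list as higher (adjusted p = 0.0383), with an adjusted p = 0.273 with an estimated correlation, and the call ended without OVX-vehicle replicate 1 (0.0697) or without Sham-vehicle replicate 3 (0.0934). Of 12 genes of peptidergic nociceptors, which include Calca, Tac1 and Gal, 6 were higher and 6 lower (camera adjusted p = 0.687). Of 20 nerve injury and regeneration genes, 7 were higher and 13 lower, and Gal was the 1 that passed when adjusted over the list alone (camera adjusted p = 0.321 for the list). Of 13 neurotrophic factor and receptor genes with enough counts, 2 were higher with TPTD and 11 were lower (camera adjusted p = 0.188), and 1 passed when adjusted over the list alone, Bdnf. Of 45 genes of interleukins, chemokines and their receptors, 29 were higher and 16 lower with TPTD, and 0 passed when adjusted over the list alone (4 at an unadjusted p under 0.05 in edgeR, all higher, camera adjusted p = 0.0584). After OVX, 24 of the 45 were higher and 21 lower (camera adjusted p = 0.979).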

### Intracellular response of DRG neurons to TPTD

To determine whether or not TPTD directly induces cellular response in the DRG neurons, we performed *in vitro* experiments using primary neuronal cells cultures obtained from rat DRG (Fig. 8). We measured the cellular levels of cAMP and Ca^2+^, since PTH1R is a G-protein-coupled receptor that regulates these intracellular second messengers upon activation. Treatment of the cultured rat DRG neurons with TPTD significantly decreased the cAMP levels as the TPTD concentration increased (Fig. 8a), whereas the same treatment significantly increased the intracellular Ca^2+^ levels at TPTD doses of 10^−4^ and 10^−5^ M (Fig. 8b). These data suggested that TPTD may transduce intracellular signaling in rat DRG neurons through Gαi and Gαq-coupled but not canonical Gαs signaling mediated by PTH1R in osteoblast-lineage cells (Supplementary Figure 8).

**Figure 8:**
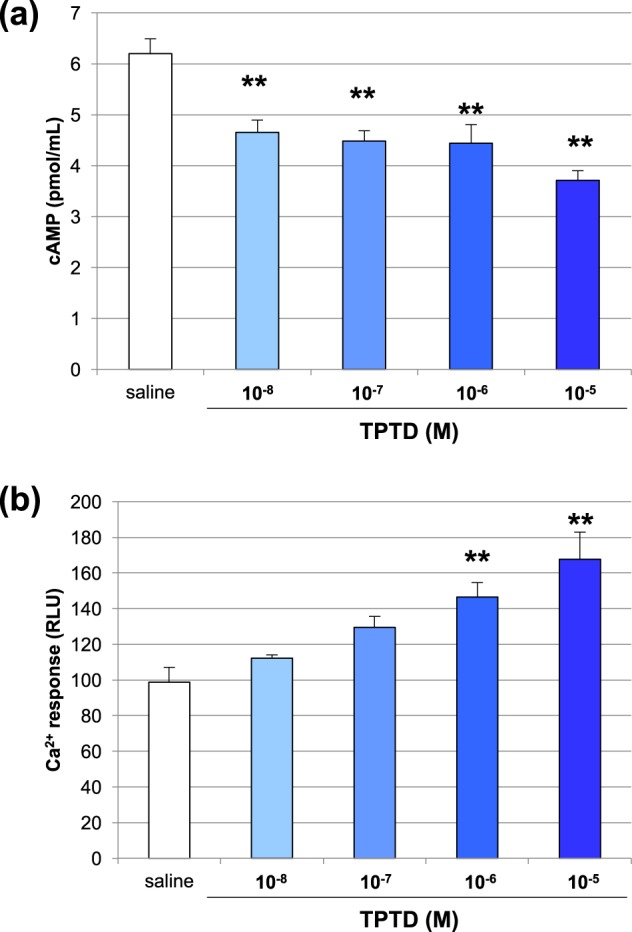
Cellular responses to TPTD administration in cultured DRG neurons. (**a**) The intracellular cAMP level in cultured DRG neurons was significantly reduced by TPTD administration as the TPTD concentration increased. (**b**) TPTD administration in cultured DRG neurons increased the intracellular Ca^2+^ level as the TPTD concentration increased. Significant difference: **p < 0.01.

## Discussion

In this study, we applied 2 pain-related behavioral tests—the plantar test (paw flick test, a test observing avoidance of heat stimulation) and the von Frey test (a test to evaluate hyperalgesia by observing avoidance of mechanical stimulation)—to OVX rats to experimentally evaluate whether or not TPTD exerts an antinociceptive effect on this osteoporotic animal model, as has been observed in several clinical reports^15–25^. The plantar test showed that the withdrawal latency was gradually reduced in the OVX rats during the observation period compared with the Sham-vehicle group, confirming thermal hyperalgesia caused by OVX^8,10,11^. The reduced latency significantly recovered in the OVX-TPTD group starting at the initial administration compared to the OVX-vehicle group. The von Frey test also showed that the withdrawal threshold in the OVX-TPTD group was significantly higher than that in the OVX-vehicle group at four weeks after the initial administration. Therefore, we confirmed that administering TPTD to OVX rats resulted in an antinociceptive effect.

This antinociceptive effect was initiated at 6 h after administration in the plantar test. A member of our study team previously reported that the serum level of osteocalcin, an anabolic bone marker, was transiently downregulated at 6 h and then augmented 1 day after the initial TPTD administration^29^. However, in our study, the urinary CTX level was transiently increased at 6 h and then recovered to the basal level on 1 day after TPTD administration. Similar to our own study, the previous study further stated that bone histomorphometric parameters, such as osteoid surface (OS/BS) and osteoblast surface (Ob.S/BS), showed no significant changes at 8 h but did show increases by 2 days after TPTD administration. TPTD also promoted microfracture healing, but only after 2 weeks longer^30^. These findings indicate that the antinociceptive effect is exerted earlier than the bone anabolic effect by TPTD, suggesting that the pharmacological antinociceptive action of TPTD is independent of its effect on bone metabolism.

To substantiate the TPTD effect on the pain-related behavioral tests, we next conducted morphometrical analysis of Iba-1-positive microglia in the spinal cord. Activation of spinal microglial cells has been implicated in nerve injury-induced neuropathic pain, which is characterized by proliferation and morphological hypertrophy of these cells and enhanced expression of microglial molecules^26,27,31,32^. Our morphometrical analyses on spinal microglial cells demonstrated that the OVX-induced hyperalgesia involved the increased number and hypertrophy of microglia as has been observed in neuropathic pain models. As far as we know, this is the first evidence that microglial reactivity is involved in OVX-induced hyperalgesia. TPTD treatment significantly, but not fully, reduced the increased number of spinal microglia, and did not significantly rescued OVX-induced microglial hypertrophy. These findings on spinal microglia appears to be consistent with the observations by the pain-related behavioral tests.

TPTD (the 1–34 fragment of human PTH) reportedly activates its cellular action effectively through rat PTH1R but poorly through rat PTH2R^33,34^. Therefore, in rats, TPTD exerts its pharmacological effects through its binding to PTH1R. Immunofluorescence against PTH1R as well as PTH2R demonstrated that most neurons in the DRG expressed substantial levels of these receptors. The types of sensory neurons that innervate the bone are unmyelinated C-fibers and thinly myelinated Aδ-fibers, and substance P and CGRP-positive nerve fibers have been identified in bone marrow, bone cortex, and periosteum^4,35^. The populations of C-fibers and Aδ-fibers in the DRG contains 30–40% of CGRP-positive neurons. In this study, we noticed 2 types of CGRP-positive neuronal cell bodies in the DRG, relatively small cells with low CGRP level, and large cells with high CGRP level. These are possibly subpopulations of C-fibers and Aδ-fibers, respectively. Therefore, PTH receptors were expressed regardless of the type of nerve fibers. In a classical scheme, hyperalgesia toward both heat stimulation and mechanical stimulation is attributed to the involvement of C-fibers, while Aδ-fibers mainly transmit mechanical stimulation, although such fiber-specific function is currently controversial^36,37^. In this study, TPTD exhibited approximately the same antinociceptive effect in both the plantar test and von Frey test. Therefore, these behavior tests, along with our immunofluorescence analyses, suggested no fiber-specific prevalence of TPTD-induced neuronal effects.

The treatment of cultured rat DRG neurons with TPTD significantly decreased the cAMP levels and increased the Ca^2+^ levels as the TPTD concentration increased. These data suggested that PTH1R could deliver signals through a Gq and Gi-coupled downstream pathway in rat DRG neurons. PTH treatment of cells expressing the Na^+^/H^+^ exchange regulatory cofactor 2 (NHERF2)–PTH1R complex was reported to markedly activate phospholipase C and inhibit adenylyl cyclase through the stimulation of Gi protein^38^. This finding suggests that NHERF2 plays a critical role in neuronal signaling but not in osteoblastic signaling by TPTD. Consistently, NHERF2 was not detected in ROS 17/2.8 cells, a rat osteoblastic line^38^. Recent work reported that activation of PTHrP/PTH1R mediated signaling in cultured human DRGs was suggested to be involved in peripheral heat and mechanical hypersensitivity^39^, suggesting opposite neural function of PTHrP and PTH although they share the same receptor; PTH1R. Their binding preferences to different conformations of PTH1R may cause distinct neuronal function as proposed in osteoblast lineage cells^40^.

To understand the molecular basis of OVX-induced hyperalgesia and the antinociceptive effects of TPTD, this study investigated the functional changes in primary neurons. A transcriptome analysis by RNA-seq and successive bioinformatics showed that changes in the transcriptomal profile were associated with OVX-induced hyperalgesia and the antinociceptive effects of TPTD. 

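After OVX, a gene of nociceptor transmission, Tac1, was the 1 gene of 12645 that passed in edgeR, and DESeq2 called 6 genes and limma on log2(FPKM + 0.1) called 3. At an unadjusted p under 0.05 there were 299 higher and 311 lower genes in edgeR, 610 in all, where chance gives 632 on average. Without TMM scaling the split was 363 higher and 245 lower. Genes of myelinating Schwann cells were higher in 15 of 16 cases (median log2 difference 0.14, camera adjusted p = 2.8e-06, adjusted p = 0.352 with an estimated correlation), led by Mbp, which encodes myelin basic protein (0.25, SE 0.071), and Pmp2 (0.37, SE 0.14). All 10 genes of MHC class II and antigen presentation were higher (camera adjusted p = 0.00758, adjusted p = 0.478 with an estimated correlation), with RT1-Ba at 0.43 (SE 0.17). Of 30 pain ion channel genes, 21 were lower (camera adjusted p = 0.0360, adjusted p = 0.641 with an estimated correlation), and Trpm8, the cold-sensing channel, was the 1 that passed when adjusted over the list alone (−0.25, SE 0.068). The feedback inhibitors of cytokine receptors Socs2 (−0.54, SE 0.13) and Cish (−0.40, SE 0.11) fell when adjusted over their list alone, JAK-STAT and NF-kB signalling, in which 16 of 24 genes were lower (camera adjusted p = 0.0372, adjusted p = 0.352 with an estimated correlation). Mast cell genes such as Tpsb2 (−1.62, SE 0.50) and Cma1 (−0.84, SE 0.40) were lower, and 8 of 9 genes of neutrophils and mast cells were (camera adjusted p = 0.0222, adjusted p = 0.478 with an estimated correlation). Heat shock protein genes were lower in 12 of 14 cases (camera adjusted p = 0.0496, adjusted p = 0.641 with an estimated correlation), and genes of the respiratory chain were higher in 20 of 23 cases (camera adjusted p = 0.00964, with the same adjusted p = 0.641 with an estimated correlation). Without Sham-vehicle replicate 3, which stood apart in macrophage and heat shock genes, the calls of mast cell genes (adjusted p = 0.150), heat shock genes (0.885) and JAK-STAT genes (0.182) ended. Without OVX-vehicle replicate 1, those of pain ion channels (0.0552), respiratory chain (0.131), JAK-STAT (0.0633) and heat shock genes (0.0552) ended. With it counted as a Sham-vehicle rat, that of myelinating Schwann cells ended too (0.0520).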

On comparing the Sham-vehicle and OVX-vehicle groups, clustering of 182 significantly changed genes revealed a high association with tissue remodeling and neuroactive ligand-receptor interaction (Supplementary Figure 6a). The same comparative analysis of 179 significantly changed genes between the OVX-vehicle and OVX-TPTD groups showed a high association with the cytokine-mediated signaling pathway and the regulation of the response to cytokine stimuli (Supplementary Figure 6b). These analyses suggest that the antinociceptive effect induced by TPTD in OVX rats involved functional changes in the cytokine pathway and cellular response to cytokines in primary sensory neurons and that TPTD did not directly restore the changes in the transcriptomal profile induced by OVX in these neurons.

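With TPTD, genes of myelinating Schwann cells were lower in 16 of 16 cases (median log2 difference −0.17, camera adjusted p = 5.5e-09, adjusted p = 0.163 with an estimated correlation). When adjusted over the list alone 5 of them passed, among them the gap junction gene Gjb1 (−0.33, SE 0.094), Fa2h, which hydroxylates myelin lipids (−0.31, SE 0.10), and the periaxin gene Prx (−0.24, SE 0.085). The rise of these genes after OVX and this fall use the same OVX-vehicle rats, with opposite signs. Averaged per rat, the list differed by 0.15 after OVX (exact permutation p = 0.0577, adjusted p = 0.276 over the lists). With TPTD it differed by −0.16 (exact p = 0.0514, adjusted p = 0.489). Between the OVX-TPTD and Sham-vehicle groups it differed by −0.01 (exact p = 0.838). Of 30 pain ion channel genes, 23 were lower and 7 higher (camera adjusted p = 0.0134, adjusted p = 0.605 with an estimated correlation), led by Trpv4 (−0.34, SE 0.15). Genes of cholesterol synthesis were lower in 17 of 20 cases (camera adjusted p = 0.00232, adjusted p = 0.597 with an estimated correlation), with Stard4 at −0.13 (SE 0.063), and immediate early genes, induced by neuronal activity or stress, in 14 of 21 cases (camera adjusted p = 0.0266, with the same adjusted p = 0.597 with an estimated correlation), with Nr4a1 at −0.19 (SE 0.076). Of 14 genes of non-peptidergic nociceptors and itch neurons 10 were higher (camera adjusted p = 0.0293, also 0.597 with an estimated correlation), among them the oncostatin M receptor gene Osmr (0.31, SE 0.11). Markers of other tissues went both ways. They were lower in the OVX-TPTD group in 11 of 15 cases for endothelial cells with Eng at −0.21 (SE 0.080), 10 of 13 for skeletal muscle with Myh7 at −0.64 (SE 0.24), and 4 of 4 for adipocytes with Scd1 at −0.14 (SE 0.062). Camera called these 3 lists with adjusted p = 0.0266, 0.0458 and 0.0325, and with an estimated correlation the adjusted p was 0.597, 0.597 and 0.129. OVX-vehicle replicate 5 stood above its group in the muscle genes. Blood and erythroid genes were higher in 6 of 6 cases (camera adjusted p = 0.162) and genes of fibroblasts and matrix in 18 of 23 (camera adjusted p = 0.0623). The calls of the itch neuron, endothelial, muscle and adipocyte lists ended without OVX-TPTD replicates 6 and 7, left out after the data were seen (adjusted p = 0.365, 0.306, 0.158 and 0.374), and those of the last 3 without OVX-vehicle replicate 1 (0.132, 0.0969 and 0.152). No single gene passed over all genes tested (0 of 12645 in edgeR, smallest adjusted p = 0.995, 0 with limma on log2(FPKM + 0.1) and 1 with DESeq2), and 462 had an unadjusted p under 0.05, 247 higher and 215 lower.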

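For the genes that the paper lists as altered by OVX in Fig. 7, no return towards the Sham-vehicle level was detected with TPTD on average. Averaged per rat, the 6 genes listed as higher after OVX differed by −0.08 on the log2 scale between the OVX-TPTD and OVX-vehicle groups (exact permutation p = 0.293), and the 4 listed as lower by 0.15 (exact p = 0.355). Tac1 was at 229 ± 13.0 FPKM in the OVX-TPTD group (log2 difference −0.01, SE 0.053), Adra2c at 7.80 ± 0.609 FPKM (−0.03, SE 0.060) and Gal at 7.98 ± 1.66 FPKM (0.04, SE 0.13), while Ccl21, at 8.15 ± 7.49 FPKM (SD, n = 8 each), varied widely between rats and its mean lay nearer the Sham-vehicle level (1.12, SE 0.47, adjusted p = 0.995 from edgeR). Stoml3 (0.73, SE 0.40, in a fit without the filter on low counts) and P2rx1 (−0.30, SE 0.20), which the paper also names as altered by OVX, differed in the direction of the Sham-vehicle level too, while Bdnf, named with them, lay further from it and Il2rg beyond it. Over the 13024 entries, the log2 difference with TPTD had a Pearson correlation of −0.34 (Spearman −0.10) with that after OVX, across genes, which are not independent replicates. Groups simulated with no difference that share their OVX-vehicle libraries gave −0.48 on average (range −0.64 to −0.29), and the covariance was −0.00714 against −0.0101 on average in the simulations. With separate OVX-vehicle rats for each comparison, the correlation had a median of 0.04 over 70 divisions (range −0.06 to 0.24). On the scale of log2(FPKM + 1), the correlation over shared rats was −0.18. From the terms enriched in the genes of each comparison, the paper proposes that the effect of TPTD involved the cytokine pathway in primary sensory neurons and did not directly restore the changes caused by OVX.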

We next analyzed the 17 genes that were validated by qPCR. Functional annotation and clustering divided these 17 genes into groups of CGRP-related and neuropeptides, neurotrophic factors, interleukin-cytokine related genes, and others (Supplementary Figure 7). The CGRP-related and neuropeptides included *Calca, Calcrl, Tac1*, and *Gal. Calca, Calcrl*, and *Tac1* were significantly upregulated in the OVX-vehicle group compared to the Sham-vehicle control group. It was reported that the expression of CGRP (*Calca*) and substance P (*Tac1*) in the DRG was increased by OVX. CGRP and substance P have been implicated in OVX-induced hyperalgesia^41–43^. CGRP reportedly induces hyperalgesia via the CGRP receptor, so elevated CGRP expression is suggested to produce pain^44^. Changes in the expression of CGRP and substance P by OVX were also observed in this study. Calcitonin receptor-like receptor (CLR; *Calcrl*) is a G protein-coupled receptor for CGRP. The upregulation of *Calcrl* in the DRG was reportedly involved in a rat model of osteoarthritis pain^45^. Therefore, these previous findings are consistent with our results and validate our analyses of animal experiments and bioinformatics. Interestingly, in this gene group, *Gal* was the only gene that was significantly downregulated in the OVX-vehicle group. *Gal* encodes two mature peptides: galanin and galanin message-associated peptide (GMAP). *Gal*-deficient mice exhibited developmental and regenerative deficits in the DRG neurons^46^. Galanin has been reported to be involved in nociception associated with inflammatory pain^47^. These findings and our analysis suggest the mechanistic involvement of neuronal tissue damage in this skeletal pain.

The other genes that were upregulated in the OVX-vehicle group compared to the Sham-vehicle control group were *Ptger2* (encoding prostaglandin E receptor 2), *P2ry14* (purinergic receptor P2Y14) and *Penk* (Proenkephalin), all of which reportedly function in the DRG neurons and are associated with inflammatory pain and neuropathic pain^48–50^. The genes that were significantly downregulated other than *Gal* in the OVX-vehicle group included *Adra2c*, *Grm8*, and *Ccl21*. *Adra2c* encodes an alpha-2 adrenergic receptor that regulates neuronal transmission in the terminal of the DRG neurons. Therefore, the downregulation of *Adra2c* in the DRG neurons by OVX may affect the descending pain modulatory system. *Grm8* encodes the group III metabotropic glutamate receptor that negatively modulates transient receptor potential cation channel subfamily V member 1 (TRPV1) through the inhibition of adenyl cyclase and downstream intracellular activity, thus blocking the TRPV1-induced activation of nociceptors^51^. The downregulation of *Grm8* may cause the hyper-activation of nociceptors. *Ccl21* encodes the chemokine ligand CCL12, whose upregulation is reportedly involved in neuropathic pain development^52^. Taken together, the findings from our analyses suggest that the pathogenesis of OVX-induced hyperalgesia involves the hyper-transduction of pain signals and impairment of the descending pain modulatory system as well as neuropathic tissue damage.

Given the molecular basis of the antinociceptive effect of TPTD administration to OVX rats, this pharmacological effect in the DRG neurons involved significant changes in the expression of genes that were functionally categorized into neurotrophic factors, such as *Ntf3* and *Bdnf*, and interleukin-cytokine-related factors, such as *Il11* and *Il2rg. Ntf3* and *Bdnf* encode neurotrophin-3 and brain-derived neurotrophic factor (BDNF), respectively. These factors reportedly function in DRG neurons and are associated with inflammatory and neuropathic pain^53,54^. These neurotrophic factors help support the survival of existing neurons and encourage the growth and differentiation of new neurons and synapses. However, BDNF is also induced in spinal microglia as well as in the DRG after nerve injury, which possibly contribute to pain transmitting dorsal horn neurons by modulating the neuronal activity^27,32^. It is, therefore, suggested that further upregulation of BDNF by TPTD is associated with its partial rescue of the pain-related behavioral and the microglial reactivity in the spinal cord. *Il11* encodes interleukin (IL)-11, a cytokine belonging to the IL-6 family, which has anti-inflammation properties. It was reported that treatment with IL-11 resulted in an anti-inflammatory effect in collagen-induced arthritis model mice^55^. IL-11, also referred to as a neuropoietic cytokine, influences the DRG neuron survival^56^. *Il2rg* encodes IL2RG, a component of the receptors for IL-2, IL-4, IL-7, IL-9, and IL-15. Of note, it was reported that TPTD treatment enhanced the *Il11* expression though protein kinase C (PKC) in osteoblasts^57^, suggesting a direct target molecule by PTH-mediated signaling, even in the DRG neurons. Therefore, the antinociceptive effect by TPTD is suggested to be exerted partly through the induction of factors that may contribute to neuronal tissue repair in the wake of neuropathic tissue damage induced by OVX.

*Stoml3* was downregulated by OVX and upregulated by TPTD administration in OVX rats in our study. *Stoml3* encodes stomatin-like protein-3 (STOML3), which modulates mechanotransduction channels and acid-sensing ion channels (ASICs). STOML3 plays important roles in several pain models; however, its function in pain seems to be paradoxical^58–60^. *P2rx1* and *Kcnj5* were significantly downregulated in the OVX-TPTD group. *P2rx1* encodes the purinergic receptor P2X1, and this gene expression was reported to be upregulated in the DRG neurons in a neuropathic pain model^61^ as well as in the OVX rats in the present study. *Kcnj5* encodes G protein-activated inward rectifier potassium channel 4. *Kcnj5-*deficient mice exhibit hyperalgesia^62^. Therefore, the functional relevance of these genes in the antinociceptive effect by TPTD should be further investigated.

It has been proposed that a possible mechanism of osteoporotic pain is chronic neuronal excitation in intraosseous sensory nerve systems by acids and activated inflammatory cytokines in bone marrow environment^3,4^. Using a mouse OVX model, Dhoke *et al*. recently demonstrated that the antinociceptive effect by TPTD was associated with the downregulation of inflammatory cytokine expression, including IL-1β, IL-6 and TNF-α in bone tissue^63^. Osteoporotic pain involves hypoactivity of the descending inhibitory nerve system in the spinal cord that is associated with the decreased expression of serotonin receptors^3,7^. Therefore, it is will be relevant to unveil whether the pharmacological regulation in the DRG neurons of PTH is associated with the changes in the bone marrow environment and the descending inhibitory nerve system. It will be also interesting to investigate how these molecules discussed above are participated in activation of spinal microglia, since injured sensory neuron in DRG can release molecular signal to the dorsal horn by intra-axonal transport, which directly enables communication between DRG neurons and spinal microglia^32,64^.

Our study demonstrated that TPTD administration immediately induced an antinociceptive effect in OVX rats, a timepoint that was earlier than that noted with its bone anabolic effects. This antinociceptive effect by TPTD was partial, and possibly exerted partly through changes in the expression of genes that are associated with neuronal tissue repair. The DRG neurons expressed PTH1R, whereas TPTD mediated unique Gi and Gq signaling via PTH receptor in the cultured DRG neurons, suggesting a direct target of PTH (Supplementary Figure 8). In conclusion, non-canonical PTH signaling in primary sensory neurons was suggested to contribute to the antinociceptive effect by TPTD in OVX rats, which involves changes in neuro-protective and inflammatory genes that can regulate the reactivity of spinal microglia.

## Materials and methods

### Experimental animals

Ten-week-old female Sprague-Dawley rats were used for this study (Charles River, Kanagawa, Japan). The rats were maintained under light and dark cycles (12–12 h) and allowed to unrestricted access to tap water and food (CRF-1; Oriental Yeast, Tokyo, Japan)^65^. Cages were enriched with nesting material (Enviro-dri; Shepherd Specialty Papers, Watertown, TN, USA). The rats were allowed to acclimate to their environment for 10 days before the start of the experiments. The experimental study was approved by the Experimental Animal Ethics Committee at LSI Medience Corporation and Asahi Kasei Pharma Corporation and performed according to established guidelines for the management and handling of experimental animals.

### Experimental design

Twelve-week-old rats were randomized by withdrawal latency in the plantar test and body weight into 2 groups: the OVX group (n = 20) and the Sham group (n = 10). Bilateral OVX or sham surgery was performed under anesthesia. In the sham surgery, the ovaries were exteriorized but not removed. Four weeks after surgery, the OVX group rats were further randomized into 2 groups: the OVX-vehicle group (n = 8) and the OVX-TPTD group (n = 8). Eight specimens in each group were selected by the average body weight and the results of the preceding plantar test (described in a following section) and subjected to further analyses. Accordingly, 8 rats close to the average latency in the plantar test were selected from the Sham group (n = 10) and defined as the Sham-vehicle group. The rats received the following treatments for 4 weeks: subcutaneous administration of TPTD (Asahi Kasei Pharma, Tokyo, Japan) at a dose of 30 μg/kg body weight 3 times a week (OVX-TPTD group) or subcutaneous administration of saline 3 times a week (Sham-vehicle and OVX-vehicle groups). All rats were sacrificed by exsanguination from the abdominal aorta under isoflurane anesthesia at the end of the experimental period. The fourth and fifth lumbar DRG (L4–5 DRG), right femur, and blood samples were then collected for further analyses (Fig. 1). Two pain-related behavioral tests were performed as described below.

### Pain-related behavioral test

#### Plantar test

Rats were allowed at least two 30-min sessions to habituate to the test environment prior to behavioral testing. Thermal hypersensitivity was tested according to the Hargreaves procedure^66^ using an analgesia meter (Plantar test 7370; Ugo Basile, Varese, Italy).

In brief, rats were placed in clear plastic boxes and allowed to acclimate. A constant-intensity radiant heat source was directed to the midplantar area of the left hind paw. The time from activation of the heat source until paw withdrawal was recorded as the paw withdrawal latency. The cut-off time was set for 15 seconds to avoid tissue damage. The plantar tests were conducted before surgery and 1, 2, 3, and 4 weeks after surgery to monitor hyperalgesia induced by OVX. After initial TPTD administration, the hypersensitivity was tested on the day of the first and second administration and every week to evaluate the effect on hyperalgesia. The plantar tests were conducted 5–6 h after the TPTD administration.

#### von Frey test

Rats were allowed at least two 30-min sessions to habituate to the test environment prior to behavioral testing. Mechanical sensitivity was measured using von Frey monofilaments on the left hind paw at the day of the final TPTD administration (5–6 h after administration). The von Frey withdrawal threshold was determined by adjusting the stimulus intensity between 1.0 and 26.0 g equivalents of force according to the up-and-down method^67^.

In brief, rats were placed on mesh platforms in a plastic chamber. After acclimation for more than 5 min, filaments of sequentially increasing stiffness with initial bending force of 4.0 g were applied to the hind paw. A positive response was defined as the withdrawal of the hind paw to the stimulus. The withdrawal threshold was determined by sequentially increasing and decreasing the stimulus intensity.

### Skeletal analyses

#### Measurement of the bone mineral density (BMD)

The right femur samples were collected and stored at −80 °C until analyses. Before measurement, the femur samples were immersed in saline at room temperature and removed the attached soft tissue. The BMD of the femur was measured using dual energy X-ray absorptiometry (DXA) equipment (DCS-600EX-3R; Aloka, Tokyo, Japan). The femur samples were placed on the scan table and scanned at a pitch of 1 mm and speed of 25 mm/min. The BMD (mg/cm^2^) was calculated from the bone mineral content (mg) and bone area (cm^2^)^65^. For the analysis, the femur was divided into three regions (proximal, shaft, and distal), and the BMD in each region was obtained.

#### Measurement of bone metabolic markers in serum samples

All rats were fasted for at least 6 h before sacrificing and blood sampling. Serum samples were obtained by centrifugation of the blood samples. The serum samples were aliquoted and stored at −80 °C until analyses. The level of osteocalcin, a bone formation marker, was determined using a rat osteocalcin ELISA kit(GE Healthcare Bioscience, Piscataway, NJ, USA). The level of C-terminal telopeptide of type I collagen (CTX), a bone resorption marker, was measured using a RatLaps ELISA kit (Nordic Bioscience Diagnostics, Copenhagen, Denmark). Both assays were performed according to the manufacturers’ instructions.

### Gene expression analyses

#### RNA isolation

Rats were sacrificed under isoflurane anesthesia, and the L4–5 DRG was readily dissected. The tissue samples were then immersed in 0.2 mL RNAlater (Thermo Fisher Scientific, Waltham, MA, USA) and stored at −80 °C until use. Total RNA from each sample was isolated using a RNeasy lipid-tissue mini kit with DNase I (QIAGEN, Hilden, Germany) to reduce contamination of genomic DNA prior to further analyses.

#### RNA sequencing (RNA-seq)

Sequence libraries were prepared using the TruSeq Stranded mRNA Sample Prep Kit (Illumina, San Diego, CA, USA). Sequencing was performed in the paired-end (100 ×2) mode on the HiSeq. 2500 (Illumina) using a TruSeq SBS Kit v4-HS (Illumina). Sequenced reads data were mapped onto the *Rattus norvegicus* genome (rn6) using the TopHat software program v2.0.14 based on the Bowtie v2.2.5 and SAMtools v1.2 software programs. Fragments per kilobase per million (FPKM) values were computed by the Genedata Expressionist software program v9.1.4a (Genedata, Basel, Switzerland) (performed by Takara Bio, Shiga, Japan).

Metascape (http://metascape.org/) was used for the gene set enrichment analysis and functional annotation. A Metascape analysis is carried out with four sources: GO Biological Processes, Reactome Gene Sets, KEGG Pathway, and CORUM. All analyses were performed with converting the input rat genes into their human orthologs as suggested by the Metascape manual.

We referred to the literature concerning bone pain^3–5^, the Pain Genes Database^28^ (http://www.jbldesign.com/jmogil/enter.html), and the gene list of Inflammatory Cytokines and Receptors RT Profiler PCR Array (https://www.qiagen.com/us/shop/pcr/primer-sets/rt2-profiler-pcr-arrays/?catno=PARN-150Z#geneglobe) as the list of the genes associated with pain and inflammation. The gene expression profiles were presented as a heatmap using the gplots package in R v3.4.1. Hierarchical clustering of the gene expression was performed with Euclidean distance and the group average method.

The gene functional annotation profiles were presented as a heatmap based on the Metascape annotation data also using the gplots package in R. Similarly, hierarchical clustering of the gene functional annotation was performed with Euclidean distance and the group average method. Two-dimensional functional mapping was performed with t-distributed stochastic neighbor embedding (t-SNE) using the Rtsne package (perplexity = 5) in R.

#### Quantitative real-time polymerase chain reaction (qPCR)

Isolated total RNA was subjected to cDNA synthesis with random primers using the SuperScript VILO cDNA Synthesis Kit (Thermo Fisher Scientific). The synthesized cDNA was used as templates for qPCR using the TaqMan Gene Expression Master Mix Kit and Taqman Gene Expression Assay (Thermo Fisher Scientific) on a QuantStudio 7 Flex System (Applied Biosystems, Waltham, MA, USA). Data were normalized against the corresponding expression levels of *Gapdh*. The TaqMan Gene Expression assays used in this study are listed in Supplementary Table 1.

### Immunohistochemistry, microscopic systems and fluorescence morphometry

Rats were anesthetized and sacrificed via exsanguination from the abdominal aorta. The L5 spinal cord segments and the lumbar vertebrae (L5) including the DRG were dissected and fixed in 4% paraformaldehyde at 4 °C for 2 days. Decalcifications of the lumbar vertebrae samples were carried out in 10% EDTA-2Na solution (Muto Pure Chemicals, Tokyo, Japan) for 2 weeks at 4 °C. After paraffin embedding, paraffin tissue blocks were cut into 5-μm-thick slices. Paraffin-embedded sections were de-paraffinized, and epitope retrieval was performed using a rice steamer at 95 °C for 30 min in 10 mM citrate buffer. The tissue sections were incubated in 5% bovine serum albumin (BSA) (Sigma-Aldrich, St. Louis, MO, USA) in Tris-buffered saline with Tween 20 (TBS-T) (Takara Bio) for 30 min at room temperature and then washed. The samples were then incubated at 4 °C for 15 h in anti-Iba-1 (1:1000; Wako, Osaka, Japan), anti-PTH1R (1:200; Merck Millipore, Burlington, MA, USA), anti-CGRP (1:200; Enzo Life Sciences, Farmingdale, NY, USA), anti-NF200 (1:200; Sigma-Aldrich), or anti-PTH2R (1:200; Thermo Fisher Scientific). After being washed, the slides were incubated with anti-mouse IgG Alexa Fluor 488 (1:200; Thermo Fisher Scientific), anti-rabbit IgG Alexa Fluor 568 (1:200, Thermo Fisher Scientific), and DAPI (1:1000; Dojindo Laboratories, Kumamoto, Japan) for 1 h, followed by final washing. Finally, the slides were mounted with coverslips using Prolong Gold antifade mounting medium (Thermo Fisher Scientific). The same sections were then stained using the Klüver–Barrera method, which enables the simultaneous observation of neuronal cell bodies and myelinated fibers.

Bright-field and fluorescence images of the tissue sections were obtained by a vertical microscopy system with differential interference contrast, an ECLIPSE Ni (Nikon, Tokyo, Japan) equipped with objectives (Nikon), as follows: Plan Apo λ ×10 (numerical aperture [NA] = 0.45), Plan Apo λ × 20 (NA = 0.75), and Plan Apo λ ×40 (NA = 0.95). The fluorescence signals were obtained using the following filter sets: GFP-B (excitation: 460–500 nm, dichroic mirror (DM): 505 nm, emission: 510–560 nm; Nikon), TxRed (excitation: 540–580 nm, DM: 595 nm, emission: 600–660 nm; Nikon), and DAPI (excitation:340–380 nm, DM: 400 nm, emission: 435–485 nm; Nikon). Tiling fluorescence imaging to acquire the entire, high-contrast view of the tissue sections was carried out using a Plan Apo λ × 10 objective (NA = 0.45). The frame size of a single scan was 1280 × 1024 pixels with 8-bit color depth. The fluorescence and differential interference contrast (DIC) images were sequentially acquired, with a pixel size of 0.64 μm. Image processing, including deconvolution, was performed using the imaging software program NIS-elements AR (Nikon).

Fluorescence morphometry of Iba-1-positive cells was carried out NIS-Elements software program (Nikon, Tokyo, Japan). Whole tissue sections from every specimen from the 3 experimental groups were imaged. Regions of interest (ROI) of 400 μm × 400 μm was set in the dorsal horn region for morphometrical analyses. Thresholding was carried out based on frequency profiles of fluorescence intensities through filters of TxRed and DAPI for Iba-1 and DAPI signals, respectively. Object sizes were filtered by 2 μm and 10 μm for DAPI-positive cellular nuclei, and Iba-1-positive microglial clusters, respectively.

### *In vitro* analyses

#### Primary culture of rat DRG sensory neurons

DRGs were isolated from neonatal rats and digested in 1.25 mg/mL collagenase from *Clostridium histolyticum* (Sigma-Aldrich) and 0.2 mg/mL Deoxyribonuclease I from bovine pancreas (Sigma-Aldrich) in Ham’s F-12 Nutrient Mix, GlutaMAX (F-12) (Thermo Fisher Scientific) for 45 min at 37 °C. Dissociated cells were spun through a 10% BSA cushion to remove debris. DRG neurons were plated onto poly-D-lysine-coated 96-well plates at a density of 50,000 cells per well and grown in F-12 supplemented with 1% fetal bovine serum (FBS) (Thermo Fisher Scientific) and 1% Penicillin-Streptomycin (PCSM) (Thermo Fisher Scientific). After overnight culture, the medium was replaced with Neuro basal medium (Thermo Fisher Scientific) supplemented with B-27 (Thermo Fisher Scientific), GlutaMax (Thermo Fisher Scientific), 100 ng/mL nerve growth factor (NGF)-β from rat (Sigma-Aldrich), and 1% PCSM. The experiments were performed after three days of culture.

### Measurements of cyclic AMP (cAMP) production and [Ca^2+^] in DRG sensory neurons

Cultured DRG neurons were rinsed twice in Hank’s Balanced Salt Solution (HBSS) containing 20 mM HEPES and 100 μM 3-Isobutyl-1-methylxanthine (IBMX) and then stimulated with TPTD or vehicle for 15 min at 37 °C. cAMP levels were determined with the Cyclic AMP EIA kit (Cayman Chemical, Ann Arbor, MI, USA) and VersaMax microplate reader (Molecular Devices, San Jose, CA).

Cultured DRG neurons were stained with a FLIPR Calcium-5 Assay Kit (Molecular Devices). TPTD or vehicle was then added to the wells, which were imaged with a FLIPR Tetra System (Molecular Devices) for 400 seconds.

### Statistical analyses

All data are presented as the mean ± standard error of the mean.

The time-course data of plantar test in all groups is analyzed using a two-way ANOVA comparing with the differences among groups and time points. The OVX-vehicle group was compared with the Sham-vehicle group, and group differences were analyzed using Student’s *t*-test at each time point. The OVX-TPTD group was compared with the OVX-vehicle group, and group differences were analyzed using Student’s *t*-test at each time point after the confirmation of a significant difference by two-way ANOVA.

In von Frey test, skeletal analysis, gene expression analyses, and fluorescence morphometry, the OVX-vehicle group was compared with the Sham-vehicle group, and group differences were analyzed using Student’s *t*-test. The OVX-TPTD group was compared with the OVX-vehicle group, and group differences were analyzed using Student’s *t*-test.

In *in vitro* analyses, the effects of TPTD were investigated using Dunnett’s test.

All p values of <0.05 were considered statistically significant.

## Supplementary information

Supplementary Figures and Table.

## Data Availability

The RNA-seq data are deposited at Gene Expression Omnibus (GEO, Accession Number: GSE121109). All other data available from the authors upon reasonable request.

# Supplementary material for: Teriparatide relieves ovariectomy-induced hyperalgesia in rats, suggesting the involvement of functional regulation in primary sensory neurons by PTH-mediated signaling
**Source:** Sci Rep. 2020 Mar 24;10:5346. doi: 10.1038/s41598-020-62045-4
**Supplement:** Supplementary file 1 — Supplementary Figures and Table.

Teriparatide relieves ovariectomy-induced hyperalgesia in rats, suggesting the involvement of functional regulation in primary sensory neurons by PTH-mediated signaling

Tomoya Tanaka^{1,2}, Ryoko Takao-Kawabata^{1*}, Aya Takakura^{1,2}, Yukari Shimazu¹, Momoko Nakatsugawa¹, Akitoshi Ito¹, Ji-Won Lee³, Koh Kawasaki¹, Tadahiro Iimura^{2,3*}

Supplementary Figure 1
(a)

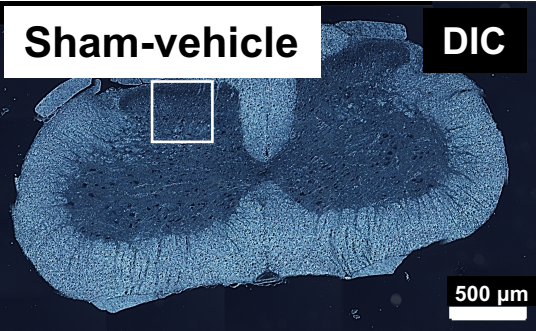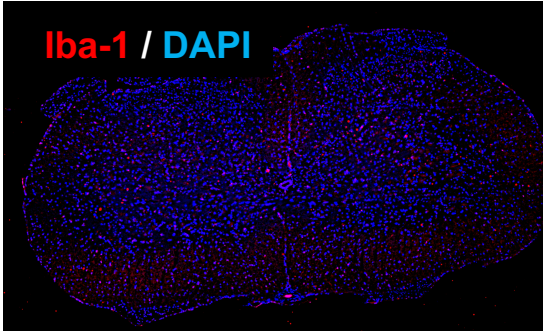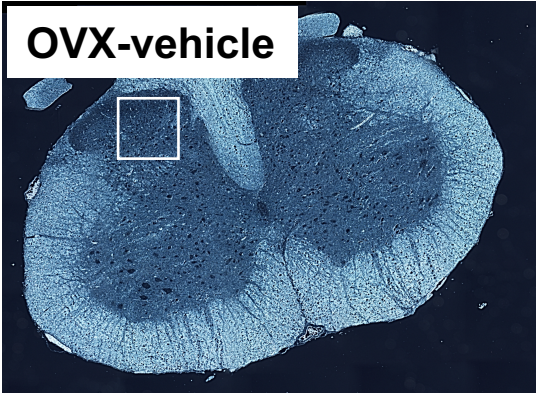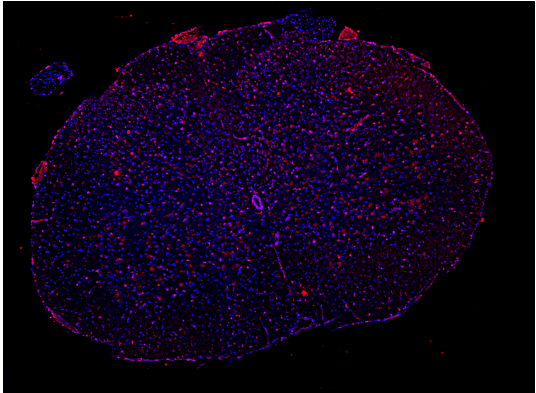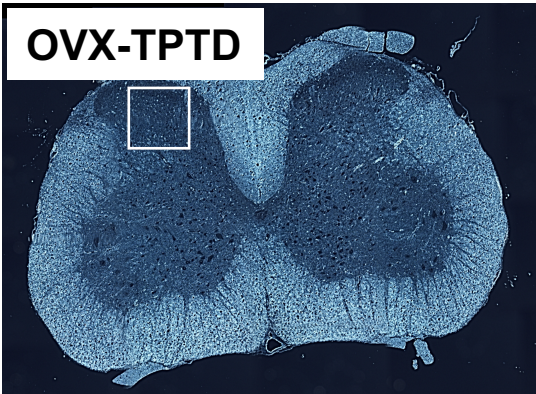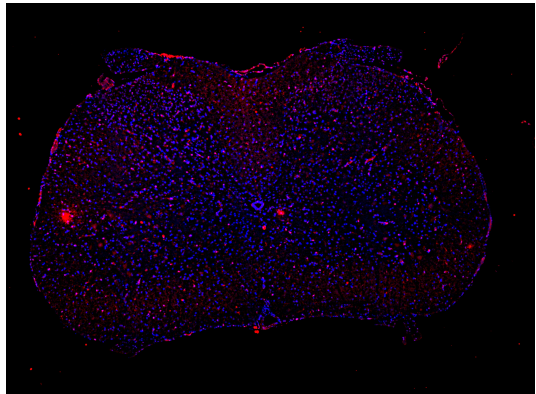

(b)

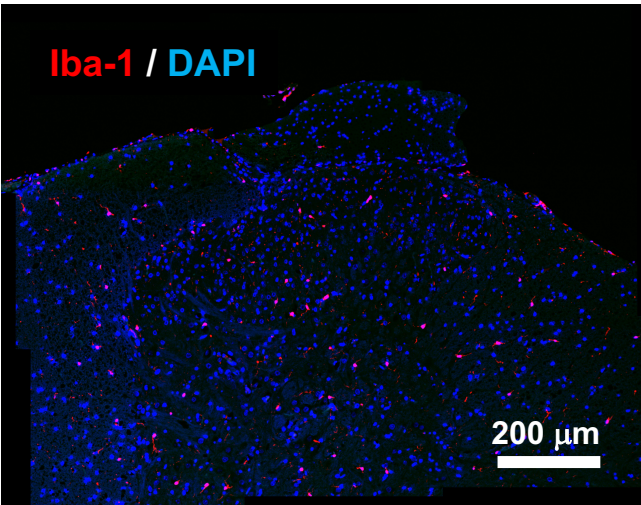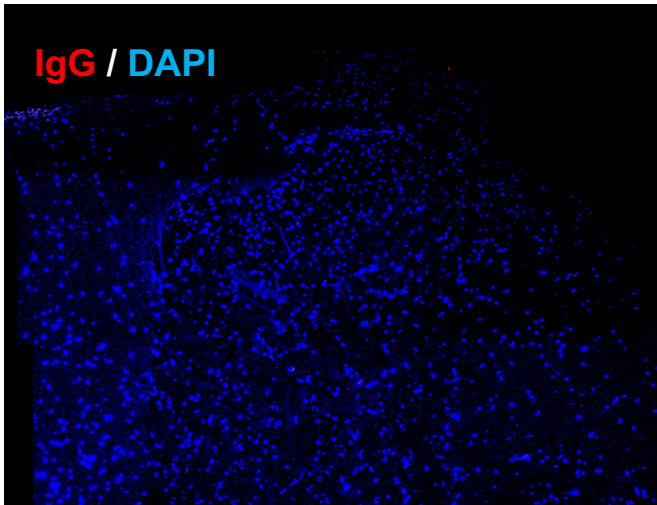

Supplementary Figure 2

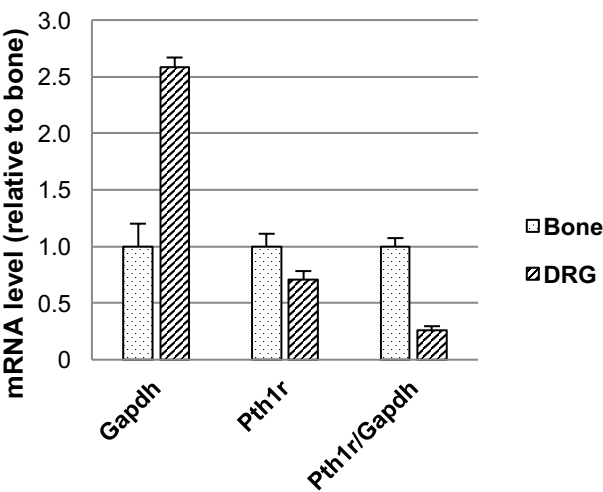

Supplementary Figure 3

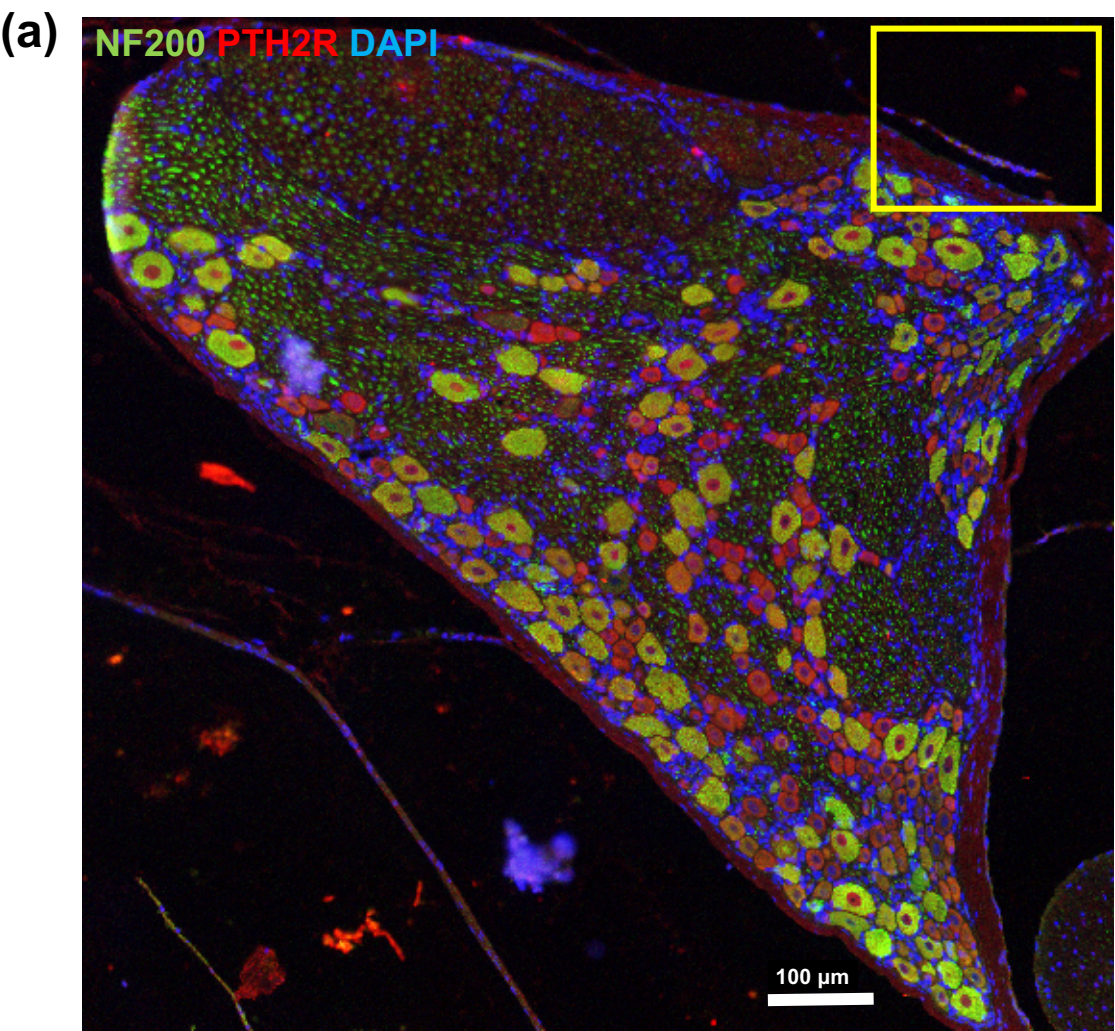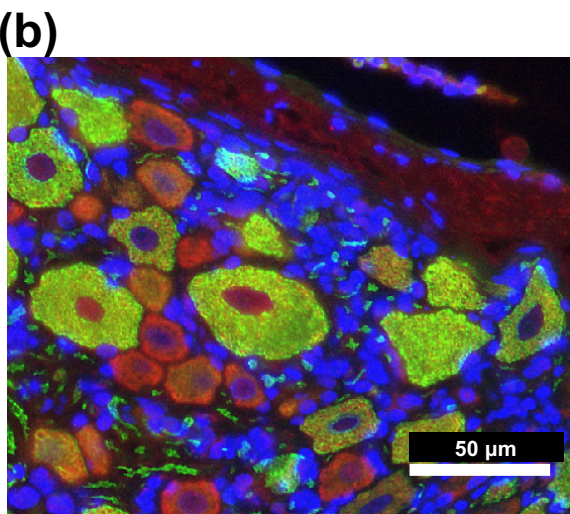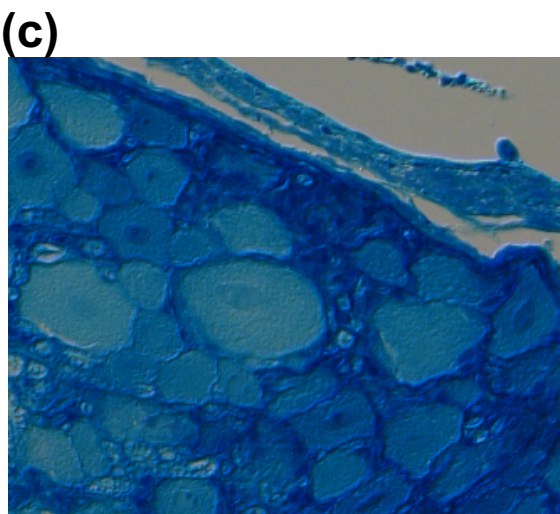

Supplementary Figure 4

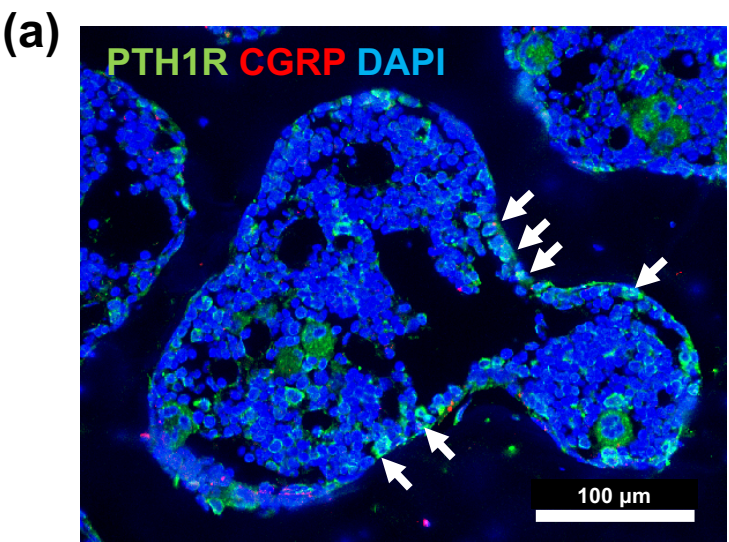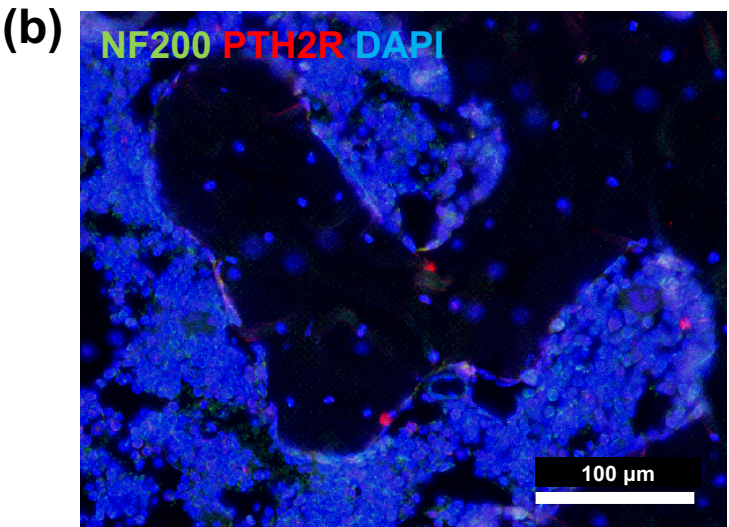

Supplementary Figure 5

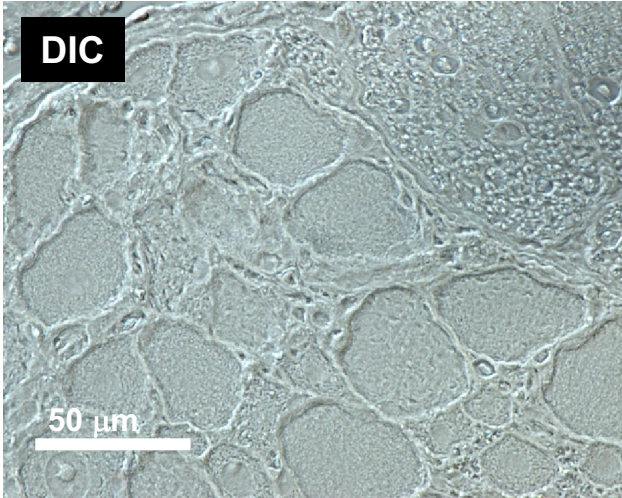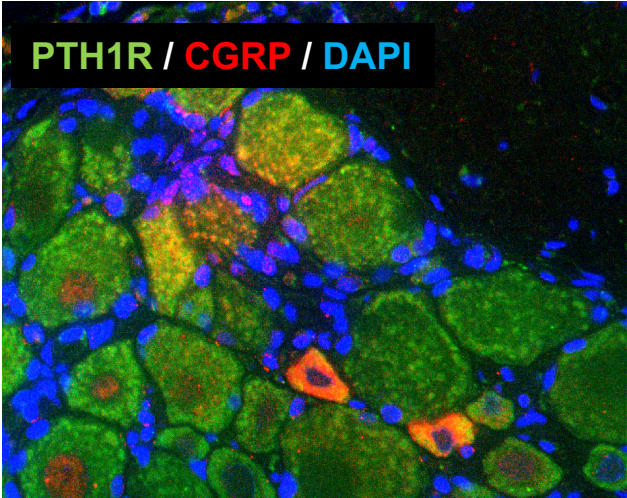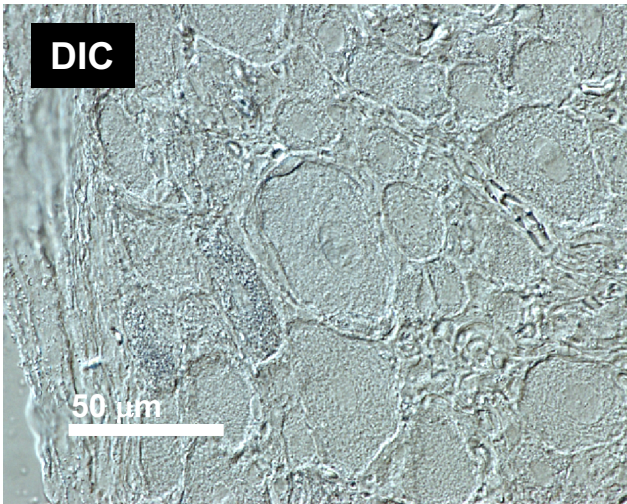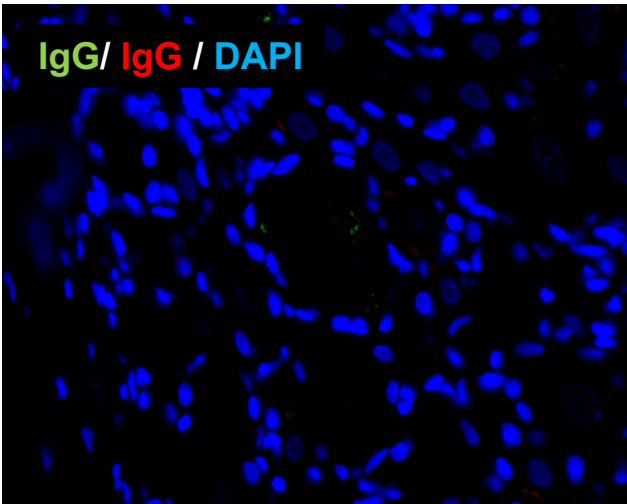

Supplementary Figure 6

(a)

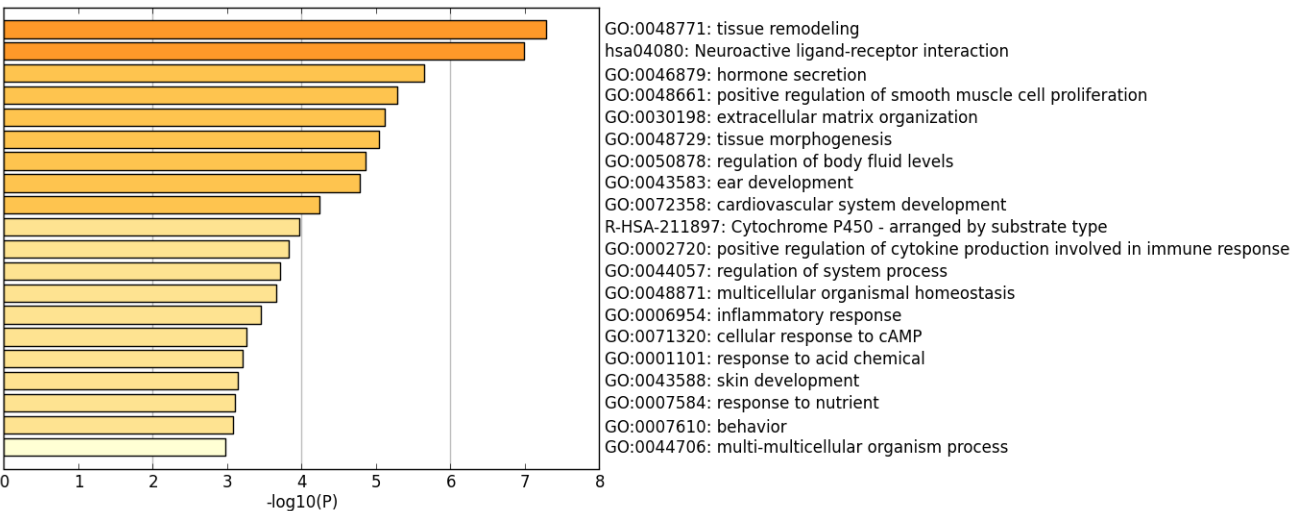

(b)

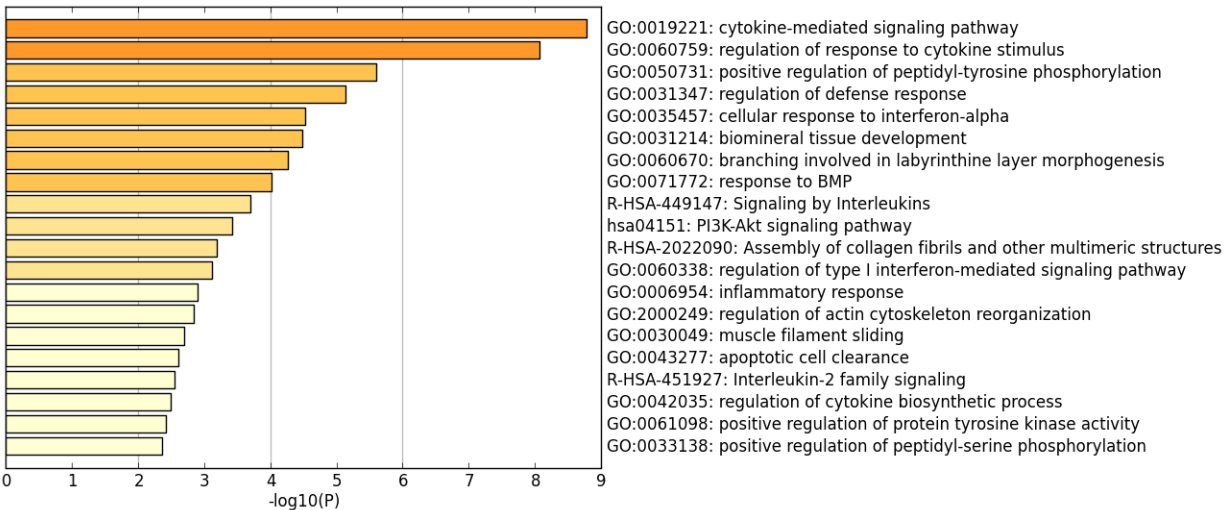

(c)

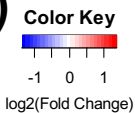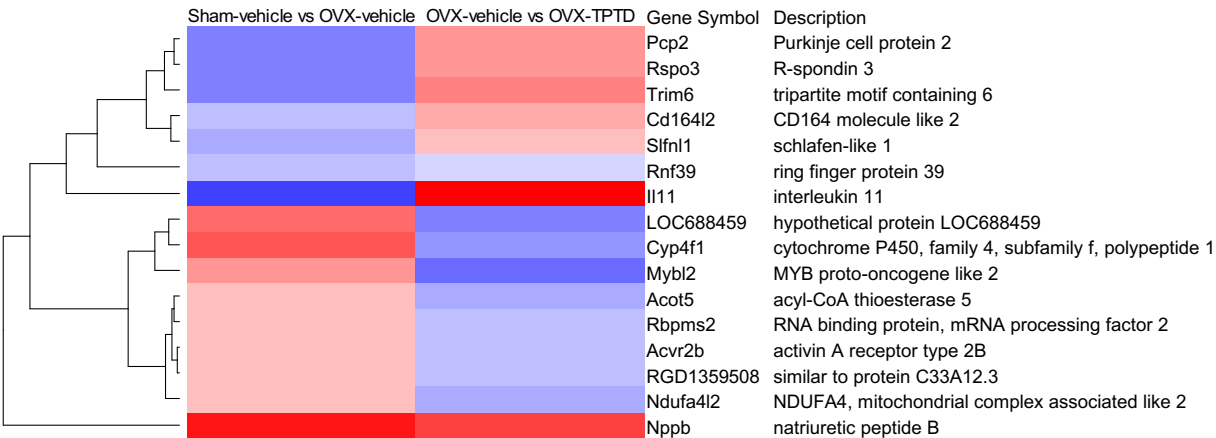

Supplementary Figure 7

(a)

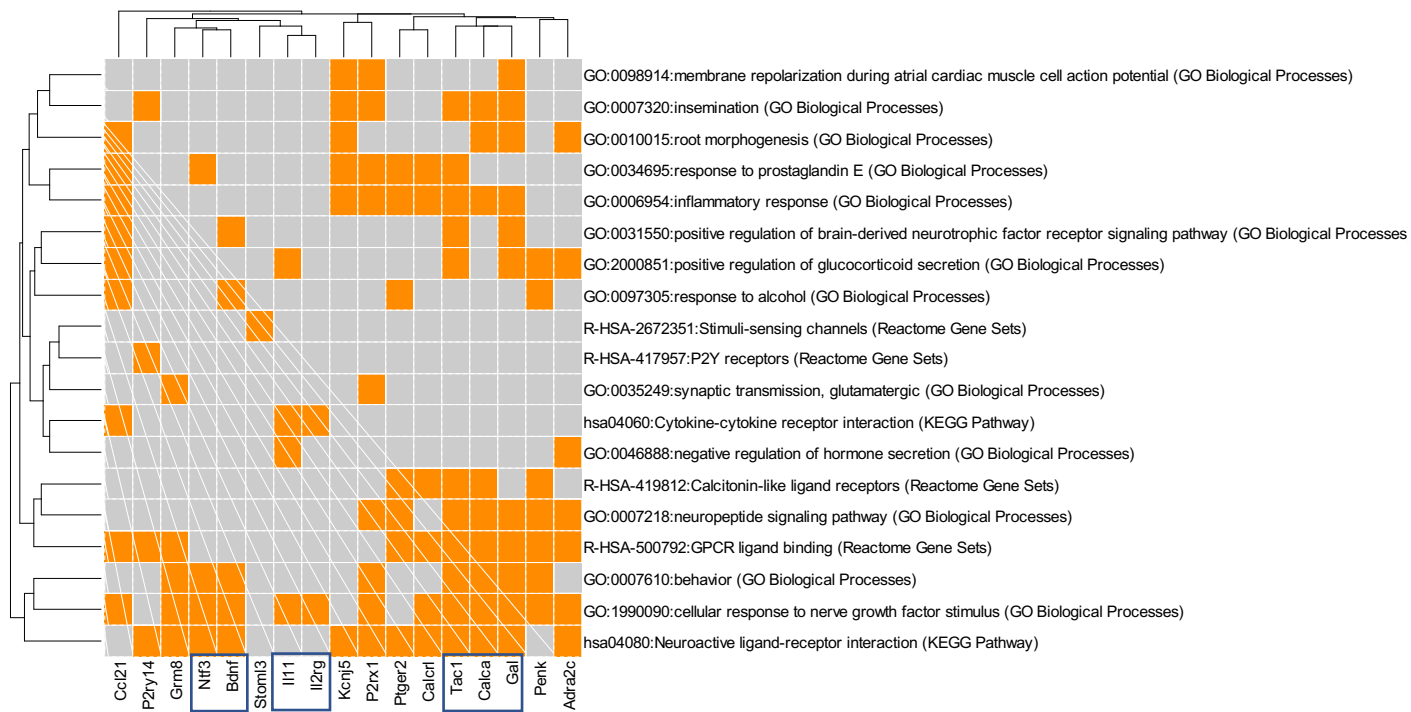

(b)

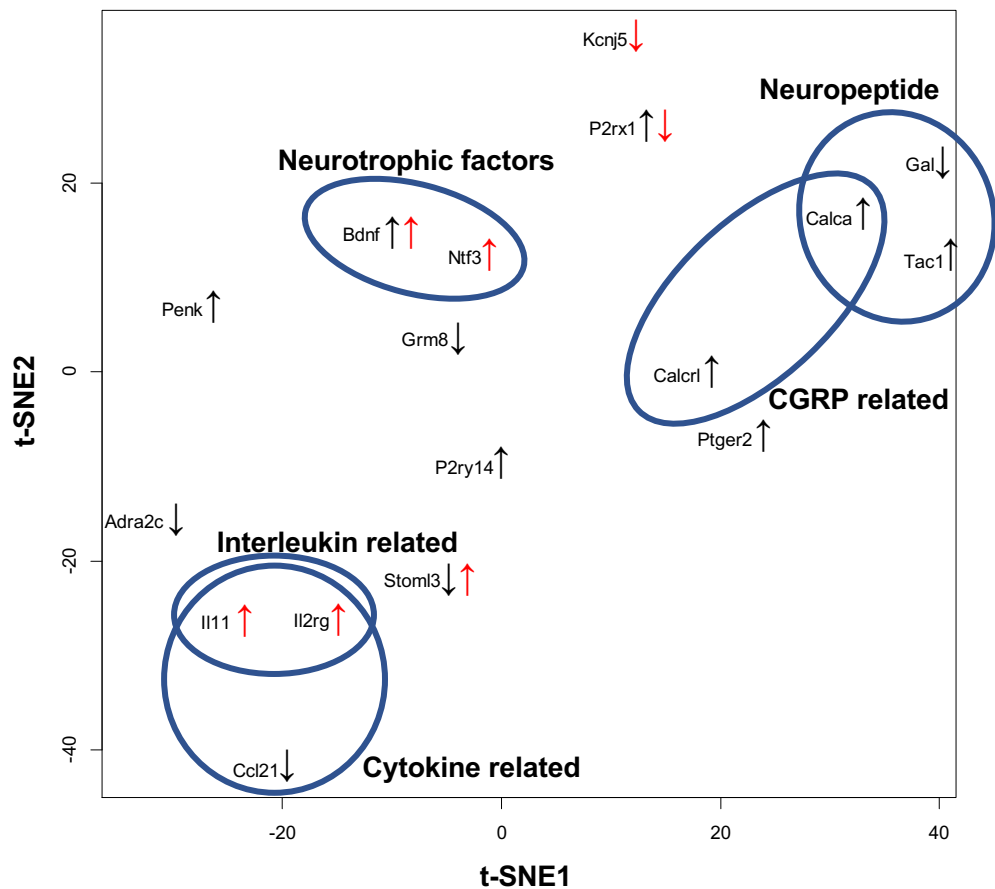

Supplementary Figure 8

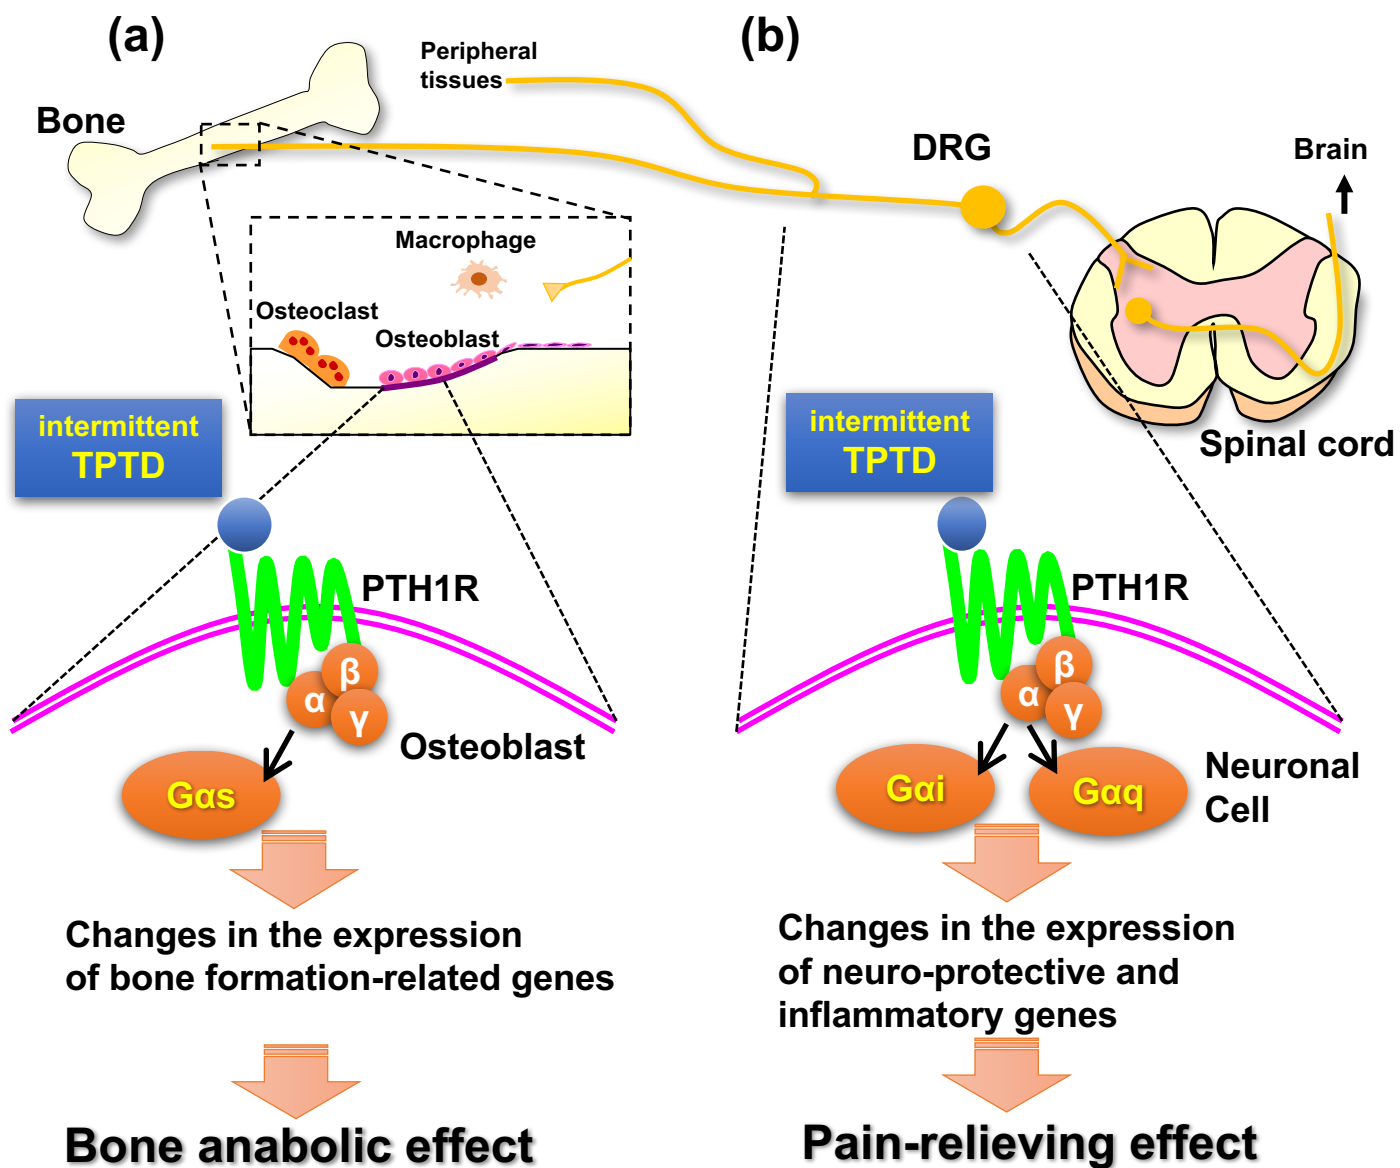

Supplementary Table.1

Gene Symbol	Gene name	Assay ID
Adra2c	adrenoceptor alpha 2C	Rn00593341_s1
Bdnf	brain-derived neurotrophic factor	Rn02531967_s1
Calca	calcitonin-related polypeptide alpha	Rn01511353_g1
Calcr1	calcitonin receptor-like	Rn00562334_m1
Ccl21	chemokine (C-C motif) ligand 21	Rn01764651_g1
Gal	galanin/GMAP prepropeptide	Rn00583681_m1
Gapdh	glyceraldehyde-3-phosphate dehydrogenase	Rn01775763_g1
Grm8	glutamate receptor, metabotropic 8	Rn00573505_m1
Il11	interleukin 11	Rn00591721_m1
Il2rg	interleukin 2 receptor, gamma	Rn01752908_g1
Kcnj5	potassium channel, inwardly rectifying subfamily J, member 5	Rn01789221_mH
Ntf3	neurotrophin 3	Rn00579280_m1
P2rx1	purinergic receptor P2X, ligand-gated ion channel, 1	Rn00564454_m1
P2ry14	purinergic receptor P2Y, G-protein coupled, 14	Rn02532502_s1
Penk	proenkephalin	Rn00567566_m1
Ptger2	prostaglandin E receptor 2 (subtype EP2)	Rn00579419_m1
Pth1r	parathyroid hormone 1 receptor	Rn00571595_m1
Stoml3	stomatin (Epb7.2)-like 3	Rn01494610_g1
Tac1	tachykinin, precursor 1	Rn01500392_m1

Supplementary Figure Legends

Supplementary Figure 1. The effect of TPTD on spinal microglia. (a) Large images of whole tissue sections of spinal cord are shown in differential interference contrast (DIC) and anti-Iba-1 immunostaining (shown in red) counterstained with DAPI (shown in blue). White boxes indicate Regions of interest (ROI) of 400 μm x 400 μm for fluorescence morphometry analyses (Figure 4). (b) Specific staining by anti-Iba-1 antibodies was confirmed by comparison with negative control staining with non-specific IgGs.

Supplementary Figure 2. The validation of the expression of *Pth1r* in DRG by PCR.

Values are relative to bone samples and presented as the means $\pm$ S.E.M.

Supplementary Figure 3. Detection of PTH2R in DRG neurons. (a) PTH2R was detected by fluorescence immunohistochemistry in DRGs, including NF200-positive (a marker of myelinated A δ fiber neurons) and NF200-negative neurons. (b) Higher magnification of the rectangle-bordered area shown in (a). (c) Klüver-Barrera staining of the same section as shown in (b) for a morphological comparison.

Supplementary Figure 4. Detection of PTH1R in bone tissue. (a) PTH1R was detected by fluorescence immunohistochemistry in osteoblastic cells covering bone surface (indicated by arrows). (b) PTH2R was not detected in bone tissue.

Supplementary Figure 5. Detection of PTH1R and CGRP in DRG neurons. Specific staining by antibodies against PTH1R and CGRP were confirmed by comparison with negative control staining with non-specific IgGs. Images are shown in DIC and immunofluorescence against PTH1R (in green) and CGRP (in red) counterstained with DAPI (in blue).

Supplementary Figure 6. A heatmap of enriched terms across input gene lists, colored by p-values. Metascape was used for the gene set enrichment analysis. (a) The DEGs between the Sham-vehicle group and the OVX-vehicle group were associated with tissue remodeling (GO:0048771) and neuroactive ligand-receptor interaction (KEGG:hsa04080). (b) The DEGs between the OVX-vehicle group and the OVX-TPTD group were associated with cytokine-mediated signaling pathways (GO:0019221) and the regulation of the response to cytokine stimuli (GO:0060759). (c) Sixteen genes were identified with statistical significance and fold change both between Sham-vehicle and OVX-vehicle and between OVX-vehicle and OVX-TPTD (see also Figure 6). The gene expression profiles are presented as a heatmap.

Supplementary Figure 7. Functional categorization of 17 genes that are the DEGs associated with the pain and inflammation. To functionally annotate and cluster these 17 genes, we conducted the Metascape enrichment analysis as described above. The gene functional annotation obtained by this analysis is shown in a hierarchical clustering heatmap (a) and two-dimensional functional mapping by t-SNE (b). Black arrows indicate the changes in gene expression by OVX. Red arrows indicate the changes in gene expression by TPTD

Supplementary Figure 8. Possible mechanism underlying the pharmacological effects of TPTD on bone cells (a) and primary sensory neurons (b).

Supplementary Table 1. The TaqMan Gene Expression assays used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

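The transcriptome of lumbar DRG was measured in 24 rats, 8 in each of the Sham-vehicle, OVX-vehicle and OVX-TPTD groups. According to the paper, the authors prepared stranded libraries of polyadenylated RNA, sequenced them as paired-end reads, aligned the reads to the rat genome build rn6 with TopHat (TopHat2 2.0.14 in the submitters' processing notes) and computed expression values in a commercial package. The table they deposited gives, for each entry and rat, an estimated or expected count of reads (86.4% of the values are whole within 0.001) and an FPKM value, which the authors normalized to the length of the gene and the mapped reads of the rat. Gene symbols, coordinates and annotation terms are those of the deposited table, and 8 rats per group were taken as the replicates.

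From these files the following was computed. The expected counts were rounded to whole numbers, genes with few counts were removed with edgeR's filterByExpr, and 12645 genes were tested with edgeR 4.0.16 (quasi-likelihood test, TMM factors from 0.969 to 1.015) in R 4.3.3, with all 3 groups in the fit and Benjamini-Hochberg adjustment at 0.05. The FPKM of the 13024 entries above 0 in all 24 rats were compared on the log2 scale with an exact permutation test over 12870 divisions of the rats, with both directions counted, at the paper's thresholds. The 17 genes of Fig. 7 were tested in the same way on log2(FPKM + 0.1). In limma 3.58.1, 43 gene lists, of which 6 are the paper's, were tested with camera at a preset correlation of 0.01. The tests used log2 counts scaled to the library size, and were repeated with an estimated correlation and with fry. All 43 were adjusted together, and the small p values of the paper's lists can lower the adjusted p of the others. The calls closest to 0.05 may depend on this. They were heat shock genes after OVX (0.0496) and skeletal muscle genes with TPTD (0.0458). An adjustment over the other lists alone was not computed. Enrichment was computed with the exact hypergeometric test against the entries above 0 in all rats. It covered 3 of the terms that the paper names (those with direct annotations in the table) and the lists other than the paper's.

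The text names the genes that the paper names for the RNA-seq or qPCR, the 10 genes with the smallest p in each comparison of edgeR (said not to pass where they do not), the 10 with the largest log2 difference past the paper's thresholds at a mean of at least 1 FPKM, and the 4 members with the smallest p of each list called by camera, or a part of these. Groups, tests, this rule, the lists and most alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, limma on log2(FPKM + 0.1) and log2(FPKM + 1), other filters on low values, no TMM, fits of the 2 groups compared, the replicate number as a block, 1 surrogate variable (sva 3.50.0), leaving out each rat in turn, and OVX-vehicle replicate 1 left out or counted as a Sham-vehicle rat. The comparison of the OVX-TPTD and Sham-vehicle groups was also fitted after thinning all rats to 1 total (10 draws), after removing a smooth trend in transcript width from each rat, and with the means of 4 cell type lists as covariates.

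The procedures were tested on simulated data. In counts simulated for the comparison of the OVX-vehicle and Sham-vehicle groups over 12645 genes, of which 200 were changed, edgeR recovered 67.2% of genes changed by 0.3 on the log2 scale, 85.1% of those changed by 0.5 and 100% of those changed by 1, and called 0.0643% of unchanged genes. The exact permutation test gave an unadjusted p under 0.05 for 5.40% of unchanged genes. The genes were simulated independently of each other and without structure among the rats, so that these rates may differ in the real data. The rats' counts were compared in pairs within each group, and no pair differed by less than the sampling noise (chi-square per gene from 5.54 to 39.3). The depth of 15573454 to 19069898 counts per rat leaves some genes with a few reads, and the log2 differences of Il11 and Stoml3 with TPTD have standard errors of 0.39 and 0.40 in edgeR without the filter.

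The GO and KEGG terms counted are direct annotations in the deposited table, so the enrichment differs in its gene sets from the web tool that the paper used. The qPCR, staining, behavioural and culture experiments were not analysed here. Results for some genes are not reported here.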

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

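The tests of the replicate numbers and the values without OVX-TPTD replicates 6 and 7 or without Sham-vehicle replicate 3, and the ranges around the tests of depth, gene length and cell types, were chosen only after the results were seen, and the others were set before.

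The treated rats differed from the Sham-vehicle rats in 4 genes, a comparison the paper does not report. Bdnf rose by 0.56 on the log2 scale (SE 0.084, adjusted p = 0.00565 from edgeR) and Tac1 by 0.32 (SE 0.054, adjusted p = 0.0173), while the protease gene Tmprss5 (−0.28, SE 0.051, adjusted p = 0.0268) and Adra2c (−0.32, SE 0.060, adjusted p = 0.0366) fell. Among 100 divisions of these rats, the real one included, 2 gave 4 or more genes, and the highest of the others gave 5. Such a count was rare among the divisions, under the bound of 5 in 100 set beforehand for chance. Chance is still not excluded, since another division gave more genes. At an unadjusted p under 0.05 there were 1909 genes, a number that 5 of 100 divisions reached (highest other 2522), and chance is not excluded there either. The number of genes past the adjusted threshold ranged from 1 (without OVX-TPTD replicate 6 or Sham-vehicle replicate 4) to 14 (without OVX-vehicle replicate 1), and was 62 without OVX-TPTD replicates 6 and 7. A difference in depth between the groups is argued against, since thinning all rats to 1 total lowered the 1909 genes by 1.15% (range −0.31 to 2.46 over 10 draws). A trend with gene length may contribute and stays open, since the log2 differences had a Spearman correlation of −0.32 with transcript width, and removing a smooth trend in width lowered the number by 9.43% (range 4.01 to 16.9 with 1 rat left out), on both sides of the bound of 10 set beforehand. A different mix of cell types stays open too, since with 4 cell type lists as covariates the number rose to 2237 (a fall of −17.2%, range −61.9 to 41.5 with 1 rat left out). OVX and TPTD themselves stay among the open explanations and were not tested apart from the groups.

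For the comparisons that the paper makes, chance is not excluded. After OVX, 1 gene passed, and 5 of 100 divisions gave as many (highest other 2), and the 610 genes at an unadjusted p under 0.05 were reached by 33 (highest other 2343). With TPTD, 0 genes passed in edgeR, which all 100 divisions reach by definition, so that this count tests nothing. The 462 at an unadjusted p were reached by 52 (highest other 3036). The highest other division of the OVX-vehicle and OVX-TPTD rats gave 495 genes past the adjusted threshold. The median of the other divisions was 0, and 5 of them gave any such gene. What sets that 1 division apart was not tested.

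Interferon genes were higher with TPTD, with 12 of 32 past the paper's thresholds, in a group of genes that the paper does not discuss. More macrophages or lymphocytes in the ganglia would raise their own genes alike, but the median of the macrophage list was 0.314 times that of the interferon list (log2 0.15, bootstrap interval over genes, not rats, 0.07 to 0.18, against 0.48), and that of lymphocytes was −0.03. Without OVX-TPTD replicates 6 and 7 the macrophage median was 0.22 against 0.21 for the interferon list, so that the low ratio rests on these 2 rats and more macrophages stay open. A few rats with high interferon expression may carry the difference, and this stays open, since the difference of the group medians was 0.628 of the difference of the means, between the bounds of 0.5 and 0.75 set beforehand. Without the 2 rats, 2 of the 32 genes passed the thresholds, and 29 were higher than in the OVX-vehicle group. Camera called the list without them at the preset correlation (adjusted p = 0.000705). With all rats, camera with an estimated correlation (adjusted p = 0.129) and fry (adjusted p = 0.173) did not call it. A response to TPTD itself is not excluded by these tests and was not tested apart from the group.

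The changes with TPTD ran against those after OVX across genes, with a Pearson correlation of −0.34. The OVX-vehicle libraries that both comparisons share are a candidate explanation, since with the rats divided the covariance was 0 or above in 61 of 70 divisions and the median correlation was 0.04. The difference between the observed and the simulated covariance was 0.00293, which leaves no sign of a reversal of the OVX changes by TPTD beyond the shared libraries.

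In 12 of the 114 sets of 8 rats examined, 1 rat lay apart from the rest, where chance alone gives 5.7 (about 1 in 20). On the scale of log2(FPKM + 0.1), these were Calca in Sham-vehicle replicate 4 (8.27, others 7.75 to 7.90), Ptger2 in Sham-vehicle replicate 8 (2.16, others 0.09 to 0.96) and Grm8 in OVX-TPTD replicate 1 (2.44, others 1.78 to 2.03). Adra2c in OVX-vehicle replicate 1 was low (2.82, others 2.98 to 3.11), as was Pth1r in the same rat (2.38, others 2.91 to 3.27), and Stoml3 was high in OVX-vehicle replicate 2 (−0.65, others −2.56 to −1.69). Of the list means per rat, the interferon response was high in Sham-vehicle replicate 4 (0.35) and low in OVX-vehicle replicate 6 (−0.56), and macrophage genes (0.74) and heat shock genes (0.82) were high in Sham-vehicle replicate 3. Skeletal muscle genes were high in OVX-vehicle replicate 5 (0.88) and cholesterol synthesis genes in Sham-vehicle replicate 7 (0.21).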

How the results depend on the processing

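The settings without OVX-TPTD replicates 6 and 7 or without Sham-vehicle replicate 3 (for the gene lists), 1 entry per gene ID, and the replicate numbers as 2 batches were chosen only after the data were seen, and the others before. All 17 genes of Fig. 7 kept the paper's direction in every setting tried for them. The genes past the adjusted threshold in edgeR after OVX (1) were 6 with DESeq2, 3 with limma on log2(FPKM + 0.1), 3 with limma on log2(FPKM + 1), 2 with no filter beyond 1 read, 2 without OVX-TPTD replicates 6 and 7, and 0 in a fit of only the 2 groups, with the replicate block or with OVX-vehicle replicate 1 as a Sham-vehicle rat, and from 0 to 2 with 1 rat left out. With TPTD (0) they were 1 with DESeq2. Between the OVX-TPTD and Sham-vehicle groups (4) they were 147 with 1 surrogate variable (47 higher, 100 lower), 62 without OVX-TPTD replicates 6 and 7 (18 higher, 44 lower), 40 with DESeq2, 10 with the replicate block, 9 with limma on log2(FPKM + 1), 9 without TMM and 1 with OVX-vehicle replicate 1 as a Sham-vehicle rat, and from 1 to 14 with 1 rat left out. At an unadjusted p in edgeR, the 610 genes after OVX were 379 (144 higher, 235 lower) with OVX-vehicle replicate 1 as a Sham-vehicle rat and 444 (without OVX-vehicle replicate 1) to 992 (without OVX-vehicle replicate 6) with 1 rat left out. Their split (299 higher, 311 lower) was 363 and 245 without TMM, 451 and 245 with limma on log2(FPKM + 0.1), 440 and 251 with limma on log2(FPKM + 1), and 248 and 390 in a fit of only the 2 groups. The 462 with TPTD were 998 with 1 surrogate variable, 1045 without OVX-TPTD replicates 6 and 7, and 350 (without OVX-TPTD replicate 5) to 826 (without OVX-vehicle replicate 1; 349 higher, 477 lower). The 1909 between the OVX-TPTD and Sham-vehicle groups (895 higher, 1014 lower; 1169 and 798 without TMM, 1172 and 804 with limma on log2(FPKM + 0.1), 1164 and 801 with limma on log2(FPKM + 1)) were 3265 without OVX-TPTD replicates 6 and 7, 1127 with OVX-vehicle replicate 1 as a Sham-vehicle rat, and 1247 (without OVX-TPTD replicate 5) to 2718 (without OVX-TPTD replicate 7). With the exact permutation test and no fold threshold, the 667 entries after OVX were 406 with OVX-vehicle replicate 1 as a Sham-vehicle rat and 505 (without OVX-vehicle replicate 1) to 1029 (without Sham-vehicle replicate 3) with 1 rat left out, and the 496 with TPTD were 986 without OVX-TPTD replicates 6 and 7 and 814 with OVX-vehicle replicate 1 as a Sham-vehicle rat or left out. At the paper's thresholds, 64 entries in each comparison passed on log2(FPKM + 1) (50 higher and 14 lower with TPTD), 111 and 112 at a mean of at least 1 FPKM, and of the 18 in both 5, 9 and, with the replicate block, 10. The 36 list calls were 6 with an estimated correlation (2, 1 and 3 in the 3 comparisons), all 6 of them lists of the paper's genes, which the study chose on these samples, and 7 with fry (2, 1 and 4), of which 6 were such lists and the other the CGRP and tachykinin list between the OVX-TPTD and Sham-vehicle groups. After OVX the 10 calls were 4 with OVX-vehicle replicate 1 as a Sham-vehicle rat and 5 without it, and the 13 between the OVX-TPTD and Sham-vehicle groups were 8 without OVX-TPTD replicates 6 and 7. The correlation of the 2 sets of log2 differences was −0.18 on log2(FPKM + 1) and turned to 0.0436 with the OVX-vehicle rats divided between the comparisons, which by construction share no libraries. For the other shifts the cause was not tested. Across all settings, 294 values of whole comparisons and 514 of single genes stayed on their side of the threshold or within their limit, while 69 values of whole comparisons moved and 1 reversed. Of the single genes, Tac1 was past the adjusted threshold no longer in 12 of the settings computed for them (nor in the fit of only the 2 groups, where 0 genes passed), Adra2c passed with DESeq2 alone, and 0 turned direction. The replicate numbers were not taken to pair the rats, since few deviations of same-numbered rats were related (correlations over 0.1 in 0, 0 and 1 of 8 pairs after OVX, with TPTD and between the OVX-TPTD and Sham-vehicle groups), and 1, 0 and 2 of the 8 correlated best with their own number, a hint from the data. With the replicate block, 37 lists were called, the adjusted p after OVX was 0.136 for Tac1 and 0.0601 for the CGRP and tachykinin list, that of PTH receptor signalling between the OVX-TPTD and Sham-vehicle groups was 0.0596, and no other list call ended. Depth limits genes of a few reads such as Il11 and Stoml3, which edgeR's filter removes.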

Differences from the paper's values

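Of the values that the paper gives for the RNA-seq, none lay more than 1.5 times from the value computed here. The paper lists Il11 among the genes past its thresholds in both comparisons, and here its exact permutation p after OVX was 0.0550 (log2 difference −1.02). With Student's t-test on log2(FPKM) the p was 0.0474 and with Welch's test 0.0480, under which Il11 passed, and under the other alternatives it did not. The 14 other genes of that list found in the table passed in both comparisons, and 1 symbol, Cd164l2, was not found in it. The paper associates the genes changed after OVX with tissue remodeling. Here 0 of the 10 genes annotated directly to that term passed (exact hypergeometric p = 1), where 0.152 would be drawn by chance. So small a set cannot tell whether the term was enriched, and it differs from the gene set of the paper's web tool. Neuroactive ligand-receptor interaction was enriched in both analyses. The paper associates the genes changed with TPTD with the cytokine-mediated signaling pathway, for which the value here, over direct annotations, was 4 of 86 genes with p = 0.0401 before adjustment. The paper lists Stoml3 and P2rx1 as changed by TPTD on the basis of qPCR, and here Stoml3 passed only with the replicate block (exact sign-flip p = 0.0469) and P2rx1 under none of the alternatives, with both in the paper's direction.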

Other observations

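The tests of replicate numbers below, and the values without OVX-TPTD replicates 6 and 7 or without Sham-vehicle replicate 3, were chosen only after the result was seen, and the gene lists, the other settings and the comparison of the OVX-TPTD and Sham-vehicle groups were set before.

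Relative to the Sham-vehicle rats, the OVX-TPTD rats had 7 of 11 genes of the CGRP and tachykinin system higher, and 4 passed when adjusted over the list alone, Tac1, Calca (0.33, SE 0.083), Calcb (0.33, SE 0.093) and Ramp1, a component of the CGRP receptor (0.35, SE 0.14). Camera called the list (adjusted p = 0.0180, adjusted p = 0.180 with an estimated correlation), and so did fry (adjusted p = 0.0105). The list includes Calca, Tac1 and Calcrl, which the study chose on these samples. Pain ion channel genes were lower in 25 of 30 cases (camera adjusted p = 0.000359, adjusted p = 0.571 with an estimated correlation), among them Trpm8 (−0.32, SE 0.068), Hcn2 (−0.21, SE 0.071) and Piezo1 (−0.27, SE 0.10). Of 13 neurotrophic factor and receptor genes 12 were lower and Bdnf higher (camera adjusted p = 0.0311, adjusted p = 0.572 with an estimated correlation), with Gfra3, the artemin receptor, at −0.36 (SE 0.10). Interferon response genes were higher in 30 of 32 cases (camera adjusted p = 4.8e-11, adjusted p = 0.507 with an estimated correlation), with Ifit3 at 1.37 (SE 0.32). Without OVX-TPTD replicates 6 and 7, left out after the data were seen, the median log2 difference of the list went from 0.46 to 0.22 and its genes higher at an unadjusted p under 0.05 from 21 to 6. Macrophage genes were higher in 19 of 21 cases (camera adjusted p = 0.00363, adjusted p = 0.652 with an estimated correlation) and mast cell and neutrophil genes lower in 9 of 9 (camera adjusted p = 0.00957, adjusted p = 0.515 with an estimated correlation). Cholesterol synthesis genes were lower in 14 of 20 cases, and 4 passed when adjusted over the list alone, among them Srebf2 (−0.22, SE 0.065) and Stard4 (camera adjusted p = 0.0173, adjusted p = 0.631 with an estimated correlation). Without OVX-TPTD replicates 6 and 7, chosen after the data were seen, the calls of mast cell and neutrophil genes (adjusted p = 0.0760) and cholesterol synthesis genes (0.0615) ended. The call of neurotrophic genes ended without OVX-vehicle replicate 1 (0.0591), without Sham-vehicle replicate 3 (0.0584), with OVX-vehicle replicate 1 as a Sham-vehicle rat (0.123) and on log2(FPKM + 0.1) (0.124), and that of mast cell and neutrophil genes without Sham-vehicle replicate 3 (0.0575).

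Genes of PTH receptor signalling were lower in 17 of 23 cases in the OVX-TPTD group relative to the Sham-vehicle group (camera adjusted p = 0.0440, adjusted p = 0.572 with an estimated correlation), and 0 passed in edgeR when adjusted over the list alone (4 at an unadjusted p under 0.05, all lower, led by the adenylyl cyclase genes Adcy6, Adcy5, Adcy8 and Adcy1). This call ended without OVX-TPTD replicates 6 and 7 (0.0553), without Sham-vehicle replicate 3 (with the same 0.0575), with OVX-vehicle replicate 1 as a Sham-vehicle rat (with the same 0.123) or on log2(FPKM + 0.1) (0.0737). The receptor gene Pth1r was at 8.12 ± 1.45 FPKM in the Sham-vehicle group, 8.03 ± 1.41 FPKM in the OVX-vehicle group and 8.39 ± 1.67 FPKM in the OVX-TPTD group (SD, n = 8 each), with adjusted p values from edgeR of 0.973 after OVX and 0.995 with TPTD. Pth2r was at the limit of counting, with 0 to 5 counts per rat. Slc9a3r2, which encodes NHERF2, was at 45.5 ± 2.84, 46.8 ± 2.48 and 46.2 ± 2.07 FPKM in the 3 groups (adjusted p = 0.891 and 0.995).

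Circadian clock genes differed between rats with replicate numbers 1 to 4 and those with 5 to 8 within each group. In an edgeR fit of this difference over all 24 rats, 22 genes passed, 12 higher and 10 lower in numbers 5 to 8, and 9 of them were among the 15 measured clock genes. Dbp rose by 1.18 on the log2 scale (SE 0.11, adjusted p = 1.8e-06), Ciart by 1.27 (SE 0.18, adjusted p = 0.000379), Per2 by 0.95 (SE 0.17, adjusted p = 0.00807) and Nr1d1 by 0.87 (SE 0.13, adjusted p = 0.000842), while Arntl fell (−0.60, SE 0.080, adjusted p = 0.000257). Dbp was at 5.61 ± 2.06 FPKM in Sham-vehicle rats 1 to 4 and 13.7 ± 2.65 FPKM in rats 5 to 8, and at 6.34 ± 1.88 and 14.7 ± 2.61 FPKM in the OVX-vehicle group (SD, n = 4 each), and the exact permutation p in each was 0.0286, the smallest that 4 rats against 4 can give. Among 100 divisions of the rats within the groups, the real one included, 1 gave as many as 22 genes, and the highest other gave 3. The division by replicate number was chosen after the clock genes had been seen, so that this comparison cannot exclude chance.

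A candidate explanation is that rats 1 to 4 and 5 to 8 were dissected at a different time of day. Genes of the clock's output (Dbp, Ciart and others) and those in antiphase (Arntl, Npas2 and Clock) moved in opposite directions in 3 of the 3 groups, by means of 0.93 and −0.50 in the Sham-vehicle group, 0.84 and −0.51 in the OVX-vehicle group and 0.63 and −0.73 in the OVX-TPTD group. These genes were chosen after the pattern was seen and the signs restate it, so that this explanation stays open. Handling stress or glucocorticoids would raise immediate early and glucocorticoid-responsive genes too. Their median difference was 0.039 (bootstrap interval over genes −0.037 to 0.11) against 0.91 for the clock genes, which argues against stress as the cause, as far as these genes show it. The interval does not cover the spread between rats, and the clock genes were chosen after their difference was seen. The sources used here give no time of dissection, and no biological explanation from the design was tested, since each group holds 4 rats of each set. With the 2 sets as batches in the fit, edgeR called 1, 0 and 4 genes after OVX, with TPTD and between the OVX-TPTD and Sham-vehicle groups.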
